# Gastric squamous-columnar junction contains a large pool of cancer-prone immature osteopontin responsive Lgr5^−^CD44^+^ cells

**DOI:** 10.1038/s41467-019-13847-2

**Published:** 2020-01-03

**Authors:** Dah-Jiun Fu, Lianghai Wang, Fouad K. Chouairi, Ian M. Rose, Danysh A. Abetov, Andrew D. Miller, Robert J. Yamulla, John C. Schimenti, Andrea Flesken-Nikitin, Alexander Yu. Nikitin

**Keywords:** Gastric cancer, Adult stem cells

## Abstract

Areas of a junction between two types of epithelia are known to be cancer-prone in many organ systems. However, mechanisms for preferential malignant transformation at the junction areas remain insufficiently elucidated. Here we report that inactivation of tumor suppressor genes *Trp53* and *Rb1* in the gastric squamous-columnar junction (SCJ) epithelium results in preferential formation of metastatic poorly differentiated neoplasms, which are similar to human gastroesophageal carcinoma. Unlike transformation-resistant antral cells, SCJ cells contain a highly proliferative pool of immature Lgr5^−^CD44^+^ cells, which are prone to transformation in organoid assays, comprise early dysplastic lesions, and constitute up to 30% of all neoplastic cells. CD44 ligand osteopontin (OPN) is preferentially expressed in and promotes organoid formation ability and transformation of the SCJ glandular epithelium. OPN and CD44 overexpression correlate with the worst prognosis of human gastroesophageal carcinoma. Thus, detection and selective targeting of the active OPN-CD44 pathway may have direct clinical relevance.

## Abstract (web summary)

Cancers arising from the gastric squamous-columnar junction have high incidence and are characterized by a poor prognosis. Here, the authors use genetic mouse models to show that loss of p53 and Rb1 expression results in preferential tumour development at the gastric squamous-columnar junction that contains a large pool of osteopontin responsive Lgr5-CD44+ cells.

## Introduction

Gastric cancer is the fifth most common malignancy and the third leading cause of cancer mortality with an estimated 723,000 deaths (8.8% of total) worldwide^1,2^. Due to improvements of dietary hygiene and decline of *Helicobactor pylori* infection, the incidence rate of gastric cancer has decreased by more than 80% since 1950s^3,4^. Unfortunately, the incidence of cancers arising from the gastric squamous-columnar junction (SCJ, aka gastroesophageal junction), the area of a direct transition from the esophageal stratified squamous epithelium to the gastric glandular epithelium, has steadily increased^5,6^. The incidence of gastric SCJ cancer has risen nearly 2.5-fold in the United States from 1970s to 2000s, being responsible for approximately half of all gastric cancer cases in 2008^6^. Notably, the prognosis of the gastric SCJ cancer is generally worse than cancers located in other regions of the stomach. The 5-year survival rate of the patients with gastric SCJ cancer is ~2–12%, compared with 20–25% for all gastric cancers^6,7^. The underlying reasons for the increase in SCJ cancer frequency and poorer prognosis remain unknown.

Since SCJ carcinomas frequently span the SCJ^6^, the accurate demarcation of their origin remains challenging. Recent comprehensive genomic studies suggest that esophageal adenocarcinomas and gastric adenocarcinomas of the chromosomally unstable subtype, which are predominantly located in SCJ/cardia, may represent closely related but not identical disease entities^8^.

Numerous studies have suggested that epithelial transitional zones (TZs, aka, epithelial junctions) are more predisposed to cancer than other regions in the same organ^9–13^. During recent years, it has been recognized that many TZs contain stem cell niches responsible for the tissue regeneration and repair upon injury. Previous studies have shown that such niches may be particularly prone to the malignant transformation. Such examples include TZ in the mouse ovarian hilum region^9,14^ and human tubal-peritoneal junction^15^. However, the applicability of these observations to TZs in other organs remains uncertain. Furthermore, the mechanisms responsible for preferential susceptibility to cancer by TZ stem cells, as opposed to those in other regions of the same organ, remain insufficiently understood.

In mice, SCJ divides squamous and glandular regions of the stomach. It is commonly accepted that mouse SCJ represents an appropriate equivalent for studies of human SCJ which is TZ between the esophagus and stomach^16–18^. Several genetically modified mouse models have been developed to study Barrett’s esophagus, which is defined by the replacement of esophageal stratified squamous epithelium with intestinal-like columnar epithelium at the distal end of the esophagus. Barrett’s esophagus is considered to be a precursor lesion associated with the initiation of low-grade dysplasia, high-grade dysplasia, and adenocarcinoma in the SCJ^11^. A number of alternative putative cells of origin of Barrett’s esophagus has been proposed, such as embryonic residual cells in the SCJ^19^, the transdifferentiated squamous epithelial cells of the esophagus^20,21^, the subpopulation of esophageal basal stem cells^22^, the submucosal gland of esophagus^23^, the circulating bone marrow progenitor cells^24^, the cardia glandular epithelial cells^11^, and the transitional basal cells at the SCJ^25^. Unfortunately, none of the above experimental models provide direct evidence that Barrett’s esophagus-like lesions derived from these cellular candidates can progress to advanced metastatic malignancy. Furthermore, the cell of origin of SCJ gastric cancers, which do not progress through Barrett’s esophagus-like lesions, remains uncertain.

A broad spectrum of mutations has been reported to be involved in the carcinogenesis of human gastric SCJ^26,27^. According to genome-wide studies, mutations of *TP53* gene are observed in 70–83% of gastroesophageal cancers^8,26,28,29^. At the same time, over 72% of these cancers contain aberrations in components of RB1 pathway, such as *CDKN2A* (32–81%), *CDK4* (3%), *CCND1* (10–15%), *CCNE1* (12–14%), *CDK6* 14–17%), and *RB1* (1–5%)^8,26,27,29–31^

In this study, we establish a mouse model for metastatic gastric SCJ carcinoma that is based on conditional inactivation of *Trp53* and *Rb1* in Lgr5^+^ cells. We identify a distinct cancer-prone immature Lgr5^−^CD44^+^ population in the first gland of gastric SCJ area. We also provide several lines of evidence supporting the critical role of osteopontin (OPN)-CD44 signaling in the initiation and progression of gastric SCJ cancers.

## Results

### Preferential cancer susceptibility of the gastric SCJ

Lgr5^+^ cells are present in multiple tissues, including TZs, such as gastric SCJ and ovarian hilum^14,32,33^ (Supplementary Fig. 1). To test if Lgr5^+^ stem cells located in TZs are more susceptible to the malignant transformation as compared with their counterparts in other areas of the same tissue we have crossed *Lgr5*^*tm1(cre/ERT2)Cle*^*/J* (*Lgr5*^*eGFP*−*Ires*−*CreERT*^) mice, which harbor an Lgr5-eGFP-IRES-CreERT2 knock in allele, with mice carrying conditional alleles of *Trp53* and *Rb1* (aka *p53/TP53* and *Rb/RB1*), respectively. To trace cells exposed to tamoxifen-activated Cre-ERT2 fusion protein mice were also crossed to *Rosa-loxP-stop-loxP-tdTomato* (Ai9) reporter mice (Supplementary Fig. 2a).

All mice succumbed to poorly differentiated, highly invasive, and metastatic gastric carcinomas with median survival of 312 days after first injection of tamoxifen to 60 days old mice (Fig. 1a, b). Male mice had shorter survival time (median = 239 days) than females (median = 329 days) (Supplementary Fig. 2b). All gastric malignant neoplasms were located within the area of SCJ (Fig. 1c). In addition, 10% (2/20) of mice displayed benign tumors, adenomas, in the antral region (Supplementary Fig. 2c). All females also developed dysplastic lesions in the ovarian hilum, and some mice developed squamous cell carcinomas and adrenal pheochromocytomas (Supplementary Fig. 2c, d). No neoplastic lesions were observed in the intestine or any other evaluated organs. This suggests that either different genetic alterations or longer time for carcinogenesis are required for some tissues. According to previous results^33,34^ and our cell lineage tracing studies (Supplementary Fig. 3), Lgr5^+^ stem cells are responsible for the routine epithelial renewal in the gastric SCJ and antral regions. The antrum contains the majority of Lgr5^+^ stem cells targeted for our mutations (Supplementary Fig. 3), yet cancer incidence was strikingly higher in the SCJ (Fig. 1c).

**Fig. 1:**
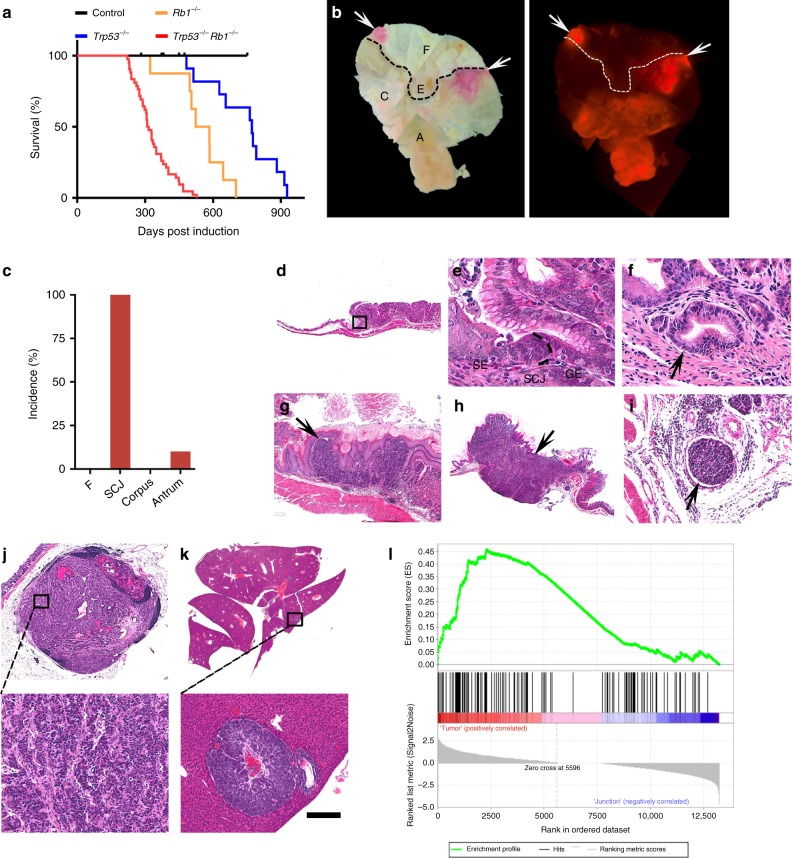
Inactivation of *Trp53* and *Rb1* in Lgr5^+^ cells leads to preferential neoplasia at the gastric SCJ. **a** Kaplan–Meier survival curves of *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice with (*Trp53*^−/−^*Rb1*^−/−^, *n* = 42) and without (Control, *n* = 9) tamoxifen treatment (log-rank test *P* < 0.0001), and *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^Ai9 (*Trp53*^−/−^, *n* = 11) mice and *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Rb1*^*loxP/loxP*^Ai9 mice (*Rb1*^−/−^, *n* = 8) treated with tamoxifen (*P* < 0.001 vs *Trp53*^−/−^*Rb1*^−/−^ mice for both *Trp53*^−/−^ and *Rb1*^−/−^). **b** tdTomato-expressing (tdTomato^+^) neoplastic masses (red, arrows) in the stomach of *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^ Ai9 mouse 291 days post induction (p.i.) with tamoxifen. Bright field (left) and fluorescence (right). The punctate lines indicate SCJ line. F forestomach, E esophagus, C corpus, A antrum. **c** Distribution of neoplasms in stomach regions (*n* = 20). **d**, **e** SCJ between the squamous (SE) and glandular (GE) epithelium in adult *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mouse without tamoxifen induction. Rectangle in **d** indicates area shown in **e**. SCJ carcinogen**e**sis in *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice includes dysplastic glandular lesions (**f**, arrow, 120 days p.i.), early carcinoma (**g**, arrow, 177 days p.i.), and advanced carcinoma (**h**, arrow, 239 days p.i.) with vascular invasion (**i**). Preferent**i**al location of SCJ carcinoma metastases in the lymph node (**j**, 20% of cases) and the liver (**k** 35% of cases). Rectangle in top images indicates areas shown in bottom images. **l** Gene Set Enrichment Analysis of RNA-seq data of mouse gastric SCJ cancers (*n* = 5) using human gastroesophageal cancer signature genes^70^. Enrichment score (ES) = 0.46, normalized enrichment score (NES) = 1.38, false discovery rate (FDR) *q* value = 0.08, *P* < 0.05. **d–k** Hematoxylin and eosin staining. Scale bar in **k** represents 3 mm (**b**), 1 mm (**d** and **h**), 60 μm (**e**), 40 μm (**f**), 300 μm (**g**), 100 μm (**i**), 600 μm (**j** top panel), 100 μm (**j** bottom panel), 4.5 mm (**k** top panel), and 175 μm (**k** bottom panel). Source data are provided as a Source Data file.

According to sequential analysis of carcinogenesis in the proximal stomach, early dysplastic epithelial lesions were observed at the bottom to middle part of the first gastric pit (aka first gland) at the SCJ (Fig. 1d–f) by 60 to 120 days post induction (p.i.). Such lesions were characterized by cells with enlarged pleomorphic and hyperchromatic nuclei and irregular shapes. These lesions progressed to poorly differentiated carcinomas (Fig. 1g, h) invading submucosal and muscular layers and vessels (Fig. 1i), and metastasizing to regional lymph nodes (4/20; 20%; Fig. 1j) and liver (7/20; 35%; Fig. 1k, and Supplementary Fig. 2). This metastatic pattern of SCJ cancers, as well as their faster development in male mice, well correlated with similar features in human gastroesophageal carcinoma^35^. Supporting the clinical relevance of our mouse model, the gene set enrichment analyses (GSEA) of the RNA-seq transcriptional profile of the RNA samples isolated from mouse SCJ carcinomas was indicative of concordance with the expression of signature gene set of human gastroesophageal carcinomas (normalized enrichment score = 1.38, *P* < 0.05; Fig. 1l). 

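RNA of 5 SCJ cancers, dissected at least 250 days after induction, and of the SCJ of 3 control stomachs was sequenced. The authors trimmed the reads with cutadapt, quantified UCSC mm10 genes with cuffquant and normalized FPKM (fragments per kilobase of transcript, scaled by mapped fragments) between libraries with cuffnorm. The deposited values cover 23361 genes and are rounded to whole numbers, so that low values carry few steps. Read numbers are not part of these values, so the depth of each library is unknown. FPKM summed to 403569, 573858, 438744, 559720 and 445770 in cancers 1 to 5 and to 955787, 887141 and 992550 in controls 1 to 3. The 10 most abundant genes took between 39.3% and 44.3% of this sum in the controls and between 11.1% and 19.6% in the cancers. Genes with FPKM of at least 1 in at least 3 samples, 14357 in all, were compared on the log2(FPKM + 1) scale with limma, and p-values were adjusted by the Benjamini-Hochberg method. The same genes were ranked by the signal-to-noise ratio of FPKM, the measure named in Fig. 1l, whereas the paper's text gives all 23361 as ranked. Data simulated with 200 changed genes showed an effect of the rounding. Unchanged genes made up 11.0% of the calls with rounded values and 5.52% without rounding, where 5% was intended.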

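The deleted genes were examined first. Trp53 (chromosome 11, 69580359 to 69591873, mm10) had FPKM of 12, 22, 12, 30 and 12 in the 5 cancers and 16, 17 and 19 in the 3 controls, with no difference beyond the spread (log2 fold change -0.08, standard error 0.33, adjusted p = 0.87 from limma). Rb1 (chromosome 14, 73195502 to 73325791) had FPKM of 4, 4, 5, 6 and 4 in the cancers and 9, 9 and 10 in the controls. Its log2 fold change was -0.90 (standard error 0.16, adjusted p = 0.0059 from limma), and every cancer lay below every control (two-sided exact permutation test, p = 0.018, the smallest p that 5 against 3 allow). The Rb1 log2 fold change was -0.054 after rescaling each library to the same sum (TPM; adjusted p = 0.84 from limma). With TPM the median of all genes shifted to 0.81, above Rb1, and Trp53 reversed to 0.86 (adjusted p = 0.020 from limma), close to that shift. Values per gene do not separate the deleted exons from the rest of a transcript, or cancer cells from other cells in a sample. Of all genes tested, 4948 had an adjusted p under 0.05 in limma, 2326 higher and 2622 lower in the cancers. The rounding may make this count lenient, by a share unknown here, since the simulation held only 200 changed genes. Without control 1, 2 or 3 the count was 2490, 2643 or 2815. The groups did not overlap for 34.1% of the tested genes, where chance gives 3.57%. The direction of these calls moved most with TPM, with 7176 genes higher and 528 lower. Krt7 rose from 30.7 ± 6.81 (SD, n = 3) to 389 ± 81.6 (SD, n = 5) FPKM, a log2 fold change of 3.62 (standard error 0.23, adjusted p = 0.00033 from limma). Cdh1 fell from 337 ± 46.1 (SD, n = 3) to 106 ± 47.3 (SD, n = 5) FPKM, a log2 fold change of -1.78 (standard error 0.38, adjusted p = 0.012 from limma). Without control 1 the adjusted p of Cdh1 was 0.051 from limma. The human signature genes of Fig. 1l were not analysed here. From the enrichment of that signature among the ranked genes, the paper proposes concordance between the mouse SCJ carcinomas and human gastroesophageal carcinomas.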

A number of pathways upregulated in human gastroesophageal cancer were also upregulated in mouse SCJ cancer model (Supplementary Figs. 2e and 4).

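The gene sets of Supplementary Figs. 2e and 4 were not analysed here, and 20 gene lists for their themes and for cell types, with mouse Reactome pathways, took their place. In pre-ranked GSEA with 10000 gene permutations, 12 of the 20 lists had an adjusted p under 0.05. Of 689 Reactome pathways, 98 were enriched in the cancers and 156 in the controls by the same permutation test. These calls rest on permuting genes, which treats genes as independent. Other splits of the same 8 samples into 5 and 3 gave at least as many enriched pathways in 8 of 56 cases, the real split included, and at least as many enriched lists in 10 of 56. Under camera with a correlation between genes estimated from the data, 0 lists and 0 pathways had an adjusted p under 0.05, and 4 lists and 36 pathways an unadjusted p under 0.05. Of the 12 lists, 10 also passed with fry. The highest normalized enrichment score (NES) among the pathways was that of DNA strand elongation, at 2.77. The lowest was that of the citric acid cycle and respiratory electron transport, at -3.11. With TPM its score was -3.20, not weaker, but it was no longer past the threshold (adjusted p = 0.33, gene permutation). This p is taken among random gene sets with a negative score. With TPM most changed genes were higher in the cancers, which makes such sets rare. The lost call therefore does not show a weaker fall. The mean log2(FPKM + 1) of the E2F target genes was 3.63 ± 0.29 (SD, n = 5) in cancers and 2.78 ± 0.21 (SD, n = 3) in controls. That of the mitosis genes was 3.61 ± 0.48 (SD, n = 5) and 2.61 ± 0.35 (SD, n = 3), with 1 cancer inside the range of the controls.

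**Figure D1:**
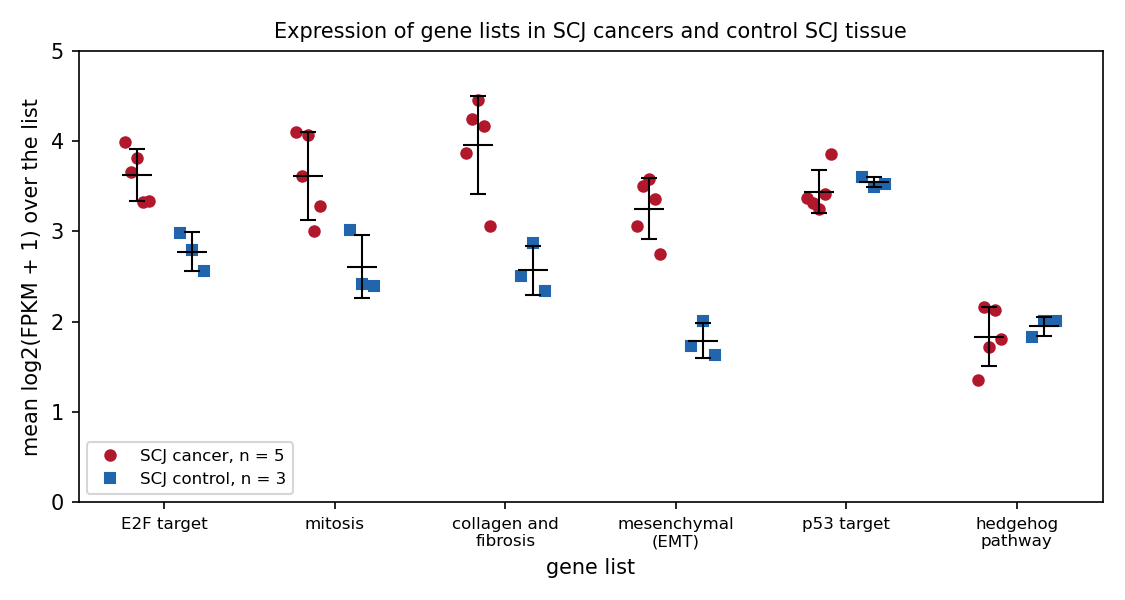
Mean log2(FPKM + 1) of 6 gene lists in each library, with SCJ cancers as circles (n = 5), control SCJ tissue as squares (n = 3), and bars for the mean and SD. Every cancer lies above every control for the E2F target, collagen and fibrosis, and mesenchymal genes, while the groups overlap for the mitosis, p53 target and hedgehog pathway genes.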

### Large fraction of proliferating immature cells at SCJ

To investigate if the difference in cancer susceptibility can be explained by variations in cellular compositions of the first pit of SCJ and antral glands, we performed serial immunostaining for the following markers: Lgr5-eGFP for stem cells, CD44 for stem/progenitor cells, Mucin5AC for pit cells, H^+^K^+^-ATPase for parietal cells, chromogranin A for neuroendocrine cells, and pepsinogen C for chief cells (Fig. 2a). Notably, a large fraction of first pit CD44^+^ cells (35.2 ± 5.1%) did not express Lgr5, with Lgr5^−^CD44^+^ cells being distributed from the bottom to middle length of the first pit (Fig. 2b–d). Lgr5^−^CD44^+^ SCJ cells were actively proliferating (Supplementary Fig. 5a–c) and remained immature according to the lack of differentiation markers typical for pit, parietal cells, and chief cells (Fig. 2e). On the contrary, all antral CD44^+^ cells were located at the base of the pit, contained smaller fraction of Lgr5^−^CD44^+^ population of cells per single gland (8.75 ± 2.2%; Fig. 2b–d), and showed limited proliferative activity (Supplementary Fig. 5a-c). According to lineage tracing experiments, all Lgr5^−^CD44^+^ cells derived from Lgr5^+^ cells (Supplementary Fig. 5d). Taken together, we identified a uniquely large fraction of immature Lgr5^−^CD44^+^ population in the first pit of gastric SCJ.

**Fig. 2:**
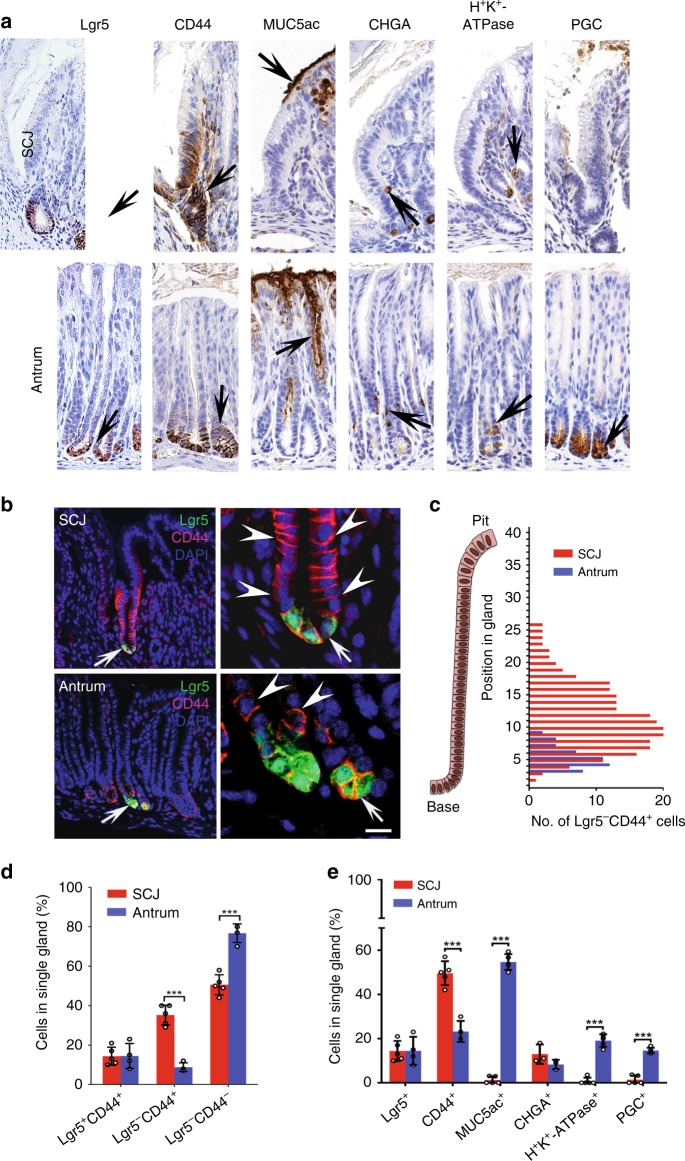
Comparison of cellular components between gastric SCJ and antrum. **a** Detection (brown color, arrows) of cells expressing Lgr5 (Lgr5-eGFP), CD44, and differentiation markers of pit cells (Mucin5AC), neuroendocrine cells (chromogranin A, CHGA), parietal cells (H^+^K^+^-ATPase), and chief cells (pepsinogen C, PGC). **b** Detection of Lgr5-eGFP (green) and CD44 (magenta) in the SCJ and antral epithelium. Arrows in left column images indicate areas shown in right column. Arrows and arrowheads in right column images indicate expression of Lgr5-eGFP and CD44, respectively. **c** Number of Lgr5^−^CD44^+^ cells located at specific positions in glands of SCJ and antrum (*n* = 20 in each group). **d** Quantitative analysis of Lgr5^+^CD44^+^, Lgr5^−^CD44^+^, Lgr5^−^CD44^−^, and OPN^+^ cells at SCJ and antrum (*n* = 20 in each group). **e** Quantification of cells expressing Lgr5 (Lgr5-eGFP), CD44, and differentiation markers (*n* = 3 or more in each group). Elite ABC method (**a**) and immunofluorescence (**b**). Counterstaining with hematoxylin (**a**) and DAPI (**b**). Scale bar in **b** represents 40 μm (**a**), 50 μm (left panels of **b**), 15 μm (upper right panel of **b**), and 10 μm (lower right panel of **b**). **P < 0.01, ***P < 0.001, two-tailed unpaired *t*-tests. All error bars denote s.d. Source data are provided as a Source Data file.

### Lgr5^−^CD44^+^ immature cells are prone to transformation

To identify the most likely cellular origin of gastric SCJ cancer, we have evaluated expression of Lgr5 and CD44 during carcinogenesis in our *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mouse model. The early lesions were observed at the gastric SCJ region 60 days after exposure to tamoxifen (Fig. 3a). The affected cells showed dysplastic characteristics, such as enlarged pleomorphic and hyperchromatic nuclei with irregular shapes (Fig. 3a). The Lgr5^+^ stem cells were found at the base of morphologically normal first pit of SCJ but no Lgr5 expression was observed in dysplastic lesions (Fig. 3a). At the same time, the majority of dysplastic cells showed prominent CD44 expression. Consistently, CD44 but not Lgr5 expression was observed in the advanced SCJ carcinomas.

**Fig. 3:**
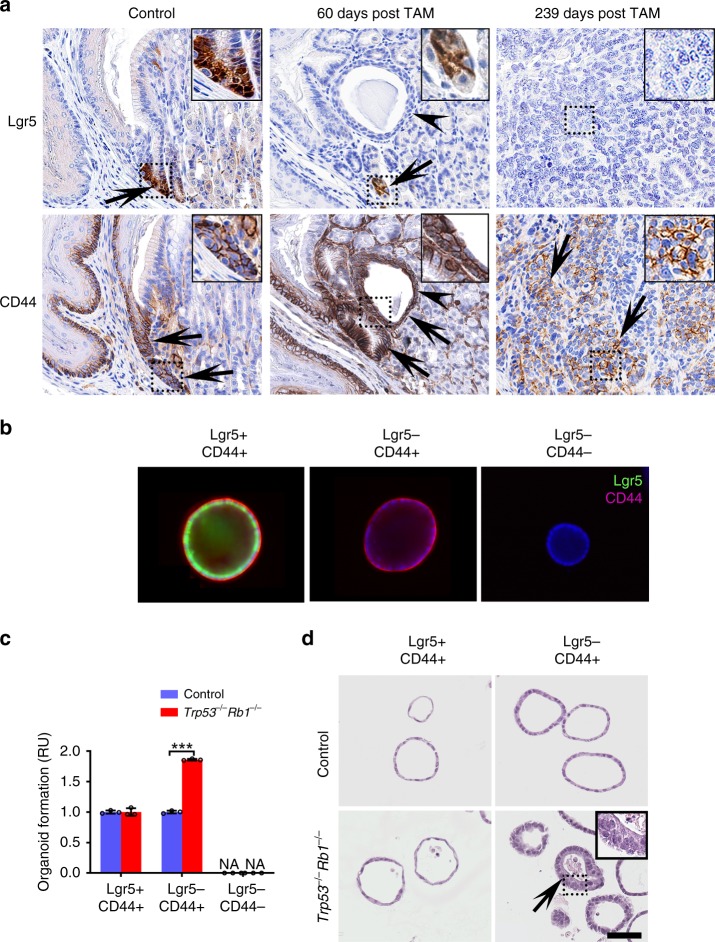
Lgr5^−^CD44^+^ cells of SCJ show preferential malignant transformation. **a** Detection of Lgr5-eGFP (arrows in top panels, and CD44 (arrows in bottom panels) in the gastric SCJ before (Control) and after (60 days post TAM and 239 days post TAM) tamoxifen (TAM) administration to *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice. Early stage dysplastic lesions (arrowheads, TAM + 60 days) and advanced carcinoma (TAM + 239 days) are shown at the SCJ region. Punctate rectangles indicate areas shown in insets. **b** Gastric SCJ organoids prepared from *Lgr5*^*DTR*−*eGFP*^ (*Lgr5*-DTR) mice and cultured under conditions promoting presence of Lgr5^+^CD44^+^ cells (CHIR99021 and valproic acid), Lgr5^−^CD44^+^ cells (diphtheria toxin), or mature Lgr5^−^CD44^−^ cells (Wnt3a-, FGF-, noggin-, and gastrin- media with diphtheria toxin). Representative immunofluorescence of Lgr5-eGFP (turquoise) and CD44 (magenta) of SCJ organoids. **c** Frequency of gastric SCJ organoids with preferential presence of Lgr5^+^CD44^+^, Lgr5^−^CD44^+^, and Lgr5^−^Cd44^−^ cells before (Control) and after *Trp53* and *Rb1* inactivation (*n* = 3 in each group). NA not available. Normalized to control groups. **d** Morphology of gastric SCJ organoids formed before (Control) and after CRISPR-mediated *Trp53* and *Rb1* inactivation. Arrows indicate dysplastic changes in transformed organoids 11 days (passage 2) after inactivation of *Trp53* and *Rb1*. Rectangle indicates area shown in inset. Elite ABC method, hematoxylin counterstaining (**a**), Immunofluorescence, DAPI counterstaining (**b**), and hematoxylin and eosin (H&E) staining (**d**). Scale bar in **d** represents 60 μm (**a**), 25 μm (**a**, insets), 85 μm (**b**), 55 μm (**d**), and 22 μm (**d**, inset). *P < 0.05, ***P < 0.001, two-tailed unpaired *t*-tests. All error bars denote s.d. Source data are provided as a Source Data file.

To compare the transformation potential among various cell populations in gastric epithelium, we isolated the gastric epithelium cells from the SCJ of *Lgr5*^*DTR*−*eGFP*^ (*Lgr5-DTR*) mice, and cultured them under conditions that promote preferential organoid composition as Lgr5^+^ cells (addition of GSK3β inhibitor CHIR99021, and histone deacetylase inhibitor valproic acid, VPA), Lgr5^−^CD44^+^ cells (ablation of Lgr5^−^ cells by diphtheria toxin treatment), or Lgr5^−^CD44^−^ cells (Wnt3a-, FGF-, noggin-, and gastrin- media accompanied with diphtheria toxin treatment)^36^ (Fig. 3b, and Supplementary Fig. 6a–c). Following clustered regularly interspaced palindromic repeats (CRISPR)/Cas9-mediated *Trp53* and *Rb1* inactivation, the most pronounced changes were observed in Lgr5^−^CD44^+^ organoids. These changes included increase in organoid formation ability, size, and proliferation, and marked alterations in their morphology from a single layer of cuboidal cells to multilayered dysplastic cell structures (Fig. 3c, d and Supplementary Fig. 6c–e). The transformed Lgr5^−^CD44^+^ organoids contained a high fraction of proliferating cells (Supplementary Fig. 7a, b). Treatment of organoids with CHIR99021 and VPA increased expression of *Notch1* and its downstream targets *Hes1*, *Hey1*, and *Hey2* (Supplementary Fig. 7c). Thus, it is unlikely that the lack of dysplastic morphology in Lgr5+/CD44+ organoids can be explained by CHIR99021-mediated downregulation of NOTCH signaling. No organoids, including those with multilayered dysplastic features, stained for KRT5, a marker of the squamous epithelium, thereby confirming their origin from the glandular part of SCJ (Supplementary Fig. 7d, e).

Wild-type control and the *Trp53*^*−/−*^*Rb1*^*−/−*^ gastric organoids were transplanted into the flanks of NSG mice. The *Trp53*^*−/−*^*Rb1*^*−/−*^ organoids gave rise to invasive, poorly differentiated carcinomas starting from 223 days post grafting (Supplementary Fig. 8). These carcinomas expressed tdTomato, confirming their allograft origin, and characterized by predominant CD44 expression and absence of Lgr5 expression (Supplementary Fig. 8). Taken together, these findings indicate that either SCJ carcinoma is formed by Lgr5^−^CD44^+^ cells or Lgr5^+^ stem cells are rapidly outcompeted by Lgr5^−^CD44^+^neoplastic cells at the time of initiation.

### CD44 plays critical role in SCJ epithelium transformation

CD44 contributes to the regulation of stemness, cell proliferation, and differentiation in stem/progenitor cells and cancer-propagating cells^37^. To test the role of CD44 in the regeneration and malignant transformation of the epithelium in gastric SCJ and antral regions, we reduced *Cd44* gene expression using CRISPR/Cas9-mediated genome editing, which targeted *Cd44* promoter, in the gastric organoids derived from *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice (Fig. 4a). Reduction of CD44 expression resulted in decreased formation frequency and size of organoids in both gastric regions (Fig. 5b–d and Supplementary Fig 9). In SCJ epithelium, adenovirus Cre-mediated (Ad-Cre) inactivation of floxed *Trp53* and *Rb1* genes led to increase in the frequency and size of organoids and their changes to dysplastic morphology (Fig. 4b–d), similar to our experiments with CRISPR/Cas9-mediated *Trp53* and *Rb1* inactivation. These effects were abrogated by reduction of *Cd44* expression indicating critical role of CD44 in the transformation. At the same time, deletion of *Trp53* and *Rb1* was unable to promote formation of antral organoids, consistent with our observation of lower frequency of neoplastic lesions in the antral region (Supplementary Fig 9).

**Fig. 4:**
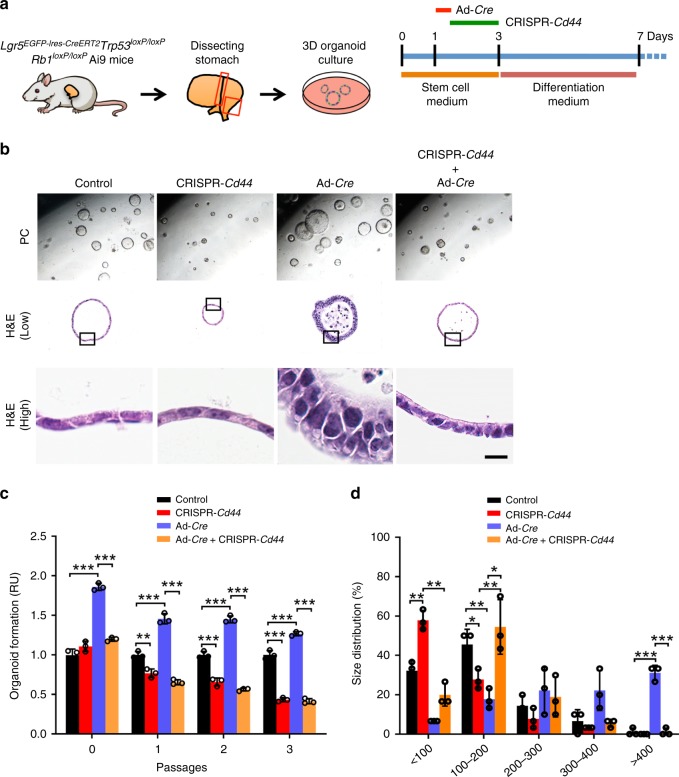
The role of CD44 in the growth and transformation of gastric organoids. **a** Experimental design. The rectangles indicate regions used for organoid preparation. **b** Organoids formed by gastric epithelial cells derived from *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice before (control) and after deletion of CD44 (CRISPR-*Cd44*), *Trp53*, and *Rb1* (Ad-*Cre*) or all three genes (CRISPR-*Cd44* + Ad-*Cre*). Rectangle in middle row images indicates area shown in bottom row images. The relative numbers (**c**) and sizes (**d**) of gastric organoids before and after inactivation of *Trp53* and *Rb1* (Ad-*Cre*) and/or CD44 (CRISPR-*Cd44*). The organoid numbers were normalized to control organoids at the same passage. The scale bar represents 500 μm (**b**, top panels), 70 μm (**b**, middle panels), and 9 μm (**b**, bottom panels). *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired *t*-tests. All error bars denote s.d. Source data are provided as a Source Data file.

**Fig. 5:**
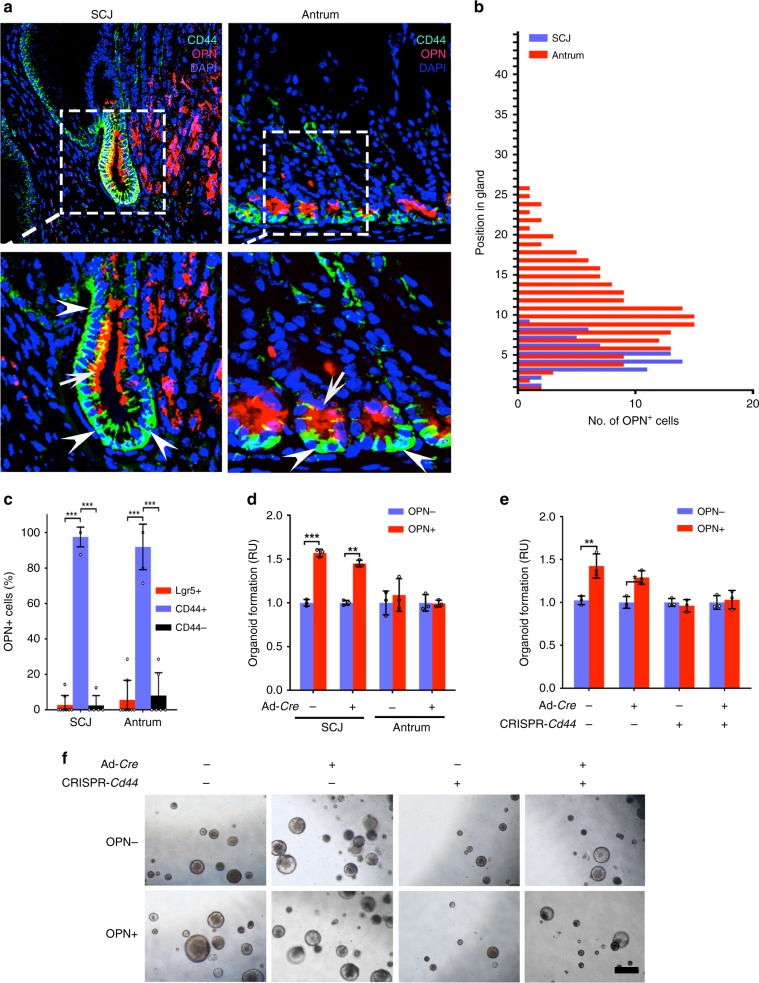
Distribution of the OPN^+^ cells in the gastric SCJ and antrum. **a** Detection of OPN (red, arrows) and CD44 (turquoise, arrowheads) in the SCJ and antrum of wild-type mice. Punctate rectangles in top row images indicate areas shown in the bottom row images. **b** Number of OPN^+^ cells located at specific positions in glands SCJ and antrum (*n* = 20, each). **c** Fractions of the OPN^+^ cells that express Lgr5 or CD44 within the regions as shown (*n* = 05 or more). **d** The relative numbers of gastric organoids before (OPN−) and after (OPN+) exogenous OPN treatment. The organoid numbers were normalized to nontreated control in each group. **e** The relative numbers of SCJ gastric organoids before (OPN−) and after (OPN+) exogenous OPN treatment. The organoid numbers were normalized to nontreated control in each group. **f** Representative images of gastric organoids under various treatments as shown. DAPI counterstaining (**a**). Scale bar in **f** represents 25 μm (**a**, top panels), 12.5 μm (**a**, bottom panels), and 500 μm (**f**). *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired *t*-tests. All error bars denote s.d. Source data are provided as a Source Data file.

### OPN promotes CD44-mediated effects on SCJ epithelium

CD44 ligand, OPN, is a secreted, sialic acid-rich, glycosylated phosphoprotein encoded by *Spp1* gene^38^. Consistent with CD44 functions, OPN is implicated in tissue remodeling, wound healing, regeneration, angiogenesis, and carcinogenesis^38,39^. According to immunofluorescence staining, the first pit of the gastric SCJ contained a large fraction of OPN^+^ cells. These cells were mainly present at the lower half of the pit (Fig. 5a, b) and co-expressed CD44 (97.5%). Few OPN^+^ cells (2.7%) co-localized with the Lgr5^+^ stem cells at the bottom of the pit (Fig. 5c). Majority of OPN^+^ cells also co-localized with CD44 in the antral region. They were present only in the immediate vicinity of Lgr5^+^ stem cell niche and were far smaller in number as compared with SJC pit (Fig. 5a–c).

To investigate the functional role of OPN in gastric epithelial homeostasis and carcinogenesis, we exposed primary organoid cultures of SCJ and antral regions prepared from mice with floxed *Trp53* and *Rb1* to exogenous OPN. SCJ but not antral organoids increased their formation after OPN addition. This effect was similar in the wild-type (Ad-*Cre*^*−*^) and *Trp53/Rb1-*deficient (Ad-*Cre*^*+*^) SCJ organoids (Fig. 5d–f). Consistent with the key role of CD44 in OPN signaling, CRISPR/Cas9-mediated reduction of CD44 expression abolished OPN-induced increase in organoid formation (Fig. 5e, f).

To determine the clinical relevance of the CD44 and OPN expression in human GEJ cancer, we immunostained both proteins in two patient cohorts. Expression of both proteins highly correlated with shorter postoperative survival time of patients (Fig. 6 and Supplementary Fig. 10). In a combined dataset, positive immunoreaction with CD44 and OPN was observed in 50% (42/84) and 48.8% (41/84) of cases, respectively.

**Fig. 6:**
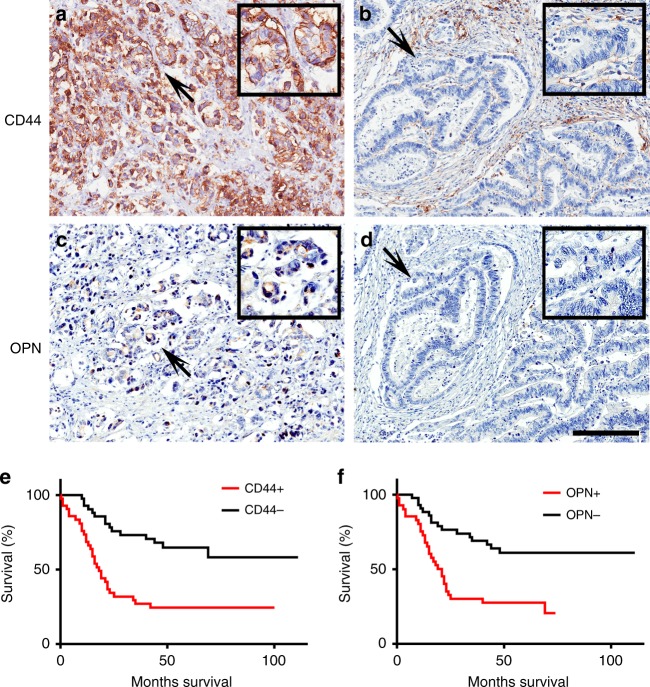
CD44 and OPN expression in human GEJ cancer correlates with the worse survival of patients. Representative images of cancer cells with (**a**, **c**) and without CD44 (**a**, **b**) and OPN **(c**, **d**) expression. Arrows indicate areas shown in insets. **e**, **f** Kaplan–Meier survival analysis of GEJ cancer patients with CD44 (**e**, CD44 + *n* = 42, CD44− *n* = 42, *P* < 0.0001) and OPN (**f**, OPN+ *n* = 41, OPN− *n* = 43, *P* = 0.0002) expression. Combined data set. Elite ABC method and hematoxylin counterstaining (**a**–**d**). Scale bar in **d** represents 200 μm (**a**–**d**) and 100 μm (insets in **a**–**d**). Source data are provided as a Source Data file.

## Discussion

We introduce a model of metastatic gastric SCJ carcinoma, show that this malignancy likely arises from actively proliferating immature Lgr5^−^CD44^+^ progeny of Lgr5 cells, and identify CD44–OPN pathway as a critical mechanism for SCJ carcinogenesis (Fig. 7). The first pit of gastric glandular epithelium has a unique anatomic structure with distinct cellular composition. Resembling the antral rather than the corpus glands it lacks secretory parietal cells^40^, but contains Lgr5^+^ cells participating in the long-term physiological homeostasis according to our cell lineage tracing studies and previous publications^33,34^. Thus, it is well suitable for comparing cancer susceptibility in two distinct gastric regions.

**Fig. 7:**
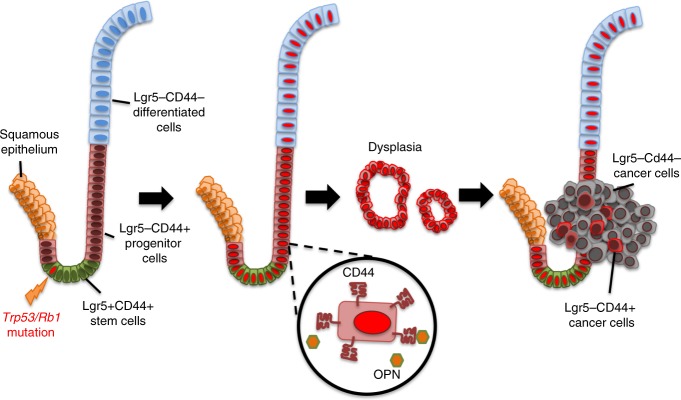
Carcinogenesis at the gastric squamous-columnar junction.

Previously, it has been suggested that the preferential transformation of the first pit may be attributable to the retention of a distinct embryonic epithelial lineage at the gastric SCJ^19^. These unique embryonic epithelial cells express both cytokeratin 7 and MUC4, cover the entire luminal surface of the stomach during embryogenesis, and persistently remain at the gastric SCJ junction of adult mice and humans^19^. Upon programmed injury via diphtheria toxin A expression in the cytokeratin 14-positive squamous epithelium, these residual embryonic cells shift toward the squamous forestomach and recapitulate early Barrett’s-like epithelium at the junction region^19^.

It has also been reported that the Barrett’s-like metaplasia induced by overexpression of cytokine IL-1 may develop from the proximal expansion of Lgr5^+^ stem cell progeny^11^. Our mouse model and organoid assays further support the paradigm that at least a part of gastroesophageal carcinomas arise from the gastric glandular epithelium, as opposed to the squamous epithelium. At the same time, in our mouse model we have not found classical Barrett’s esophagus-like lesions. Thus it may represent a new system to study a group of gastric SCJ cancers, which do not progress through Barrett’s esophagus stage. Since mouse SCJ is similar but not identical to human gastroesophageal junction, further studies based on human tissues, such as organoids, should facilitate testing this possibility.

Previously it has been shown that deletion of *Apc* in Lgr5^+^ cells leads to formation of gastric antral adenomas^33^. It has also been reported that inactivation of *Smad4* and *Pten* in Lgr5^+^ cells leads to invasive intestinal type carcinomas in antral and SCJ regions at 40% and 25% frequency, respectively^41^. In both models, mice developed extensive intestinal tumors, thereby preventing long-term studies of gastric neoplastic progression, including metastasis. These models also highlight the importance of initiating genetic alterations necessary for the accurate modeling of a particular type of gastric cancer. As our study shows, inactivation of *Trp53* and *Rb1*, which are a part of commonly affected pathways in human gastroesophageal cancer, leads to preferential formation of SCJ carcinomas arising with 100% penetrance. Importantly, these carcinomas are similar to human gastroesophageal carcinomas by their genetic makeup and clinical features. Thus, the mouse model of metastatic gastric carcinoma established by us should be useful for further studies of carcinomas of the proximal stomach. It may also provide further insights into the mechanisms responsible for cancer-prone properties of epithelial TZs.

The role of Lgr5 signaling in cancer development and metastasis remains controversial^42^. Lgr5 has been recognized as a stem cell marker expressed by the proliferating adult stem cells in the intestine. Such cells possibly represent the cells of origin of some intestinal neoplasms^43,44^. Being an enhancer of Wnt/β-catenin signaling pathway, Lgr5 is involved in oncogenic activities of this pathway, such as cell proliferation, migration, colony formation, and tumorigenicity in a wide variety of cancers^34,44–49^. Conversely, the tumor-suppressive function of Lgr5 has also been described on the basis of several clinical and experimental studies. Epigenetic methylation of *Lgr5* is commonly observed in the colon cancer patients, who have higher tumor grades and poor prognosis^50^. Reexpression of Lgr5 allows cancer cells to decrease the clonogenicity and tumorigenicity^50^. Through interaction with its ligand R-spondin 2, Lgr5 functions as a negative regulator of Wnt-signaling to suppress the cancer proliferation and metastasis^51^. Lgr5 has also shown to be directly involved in the activation of TGF-β signaling and suppression of colon cancer metastasis^52^.

Our results suggest that Lgr5 signaling is not an essential driver of some cancers arising after introduction of cancer-initiating genetic alterations into Lgr5^+^ stem cells. In our study Lgr5^−^CD44^+^ cells of the first gastric gland constitute the majority of early dysplastic lesions, and no Lgr5^+^ neoplastic cells are observed during SCJ carcinogenesis. These results are consistent with our organoid culture experiments, where we show that Lgr5^−^CD44^+^ cells, but not Lgr5^+^CD44^+^ or Lgr5^−^CD44^−^ cells, can be easily transformed by inactivation of *Trp53* and *Rb1*. These findings point to Lgr5^−^CD44^+^ cells as the most likely cell of gastric SCJ carcinoma origin. It remains to be investigated if Lgr5 signaling mechanisms play tumor-suppressive role in SCJ glandular stem cells, or Lgr5^+^ cells may be outcompeted by rapidly expanding Lgr5^−^CD44^+^ cells.

Our findings indicate that presence of expanded pools of immature cells may explain the susceptibility of gastric SCJ to the malignant transformation. Many recent studies have experimentally induced carcinogenesis in various organs by selectively introducing oncogenic alterations into adult stem cells^53–55^. In actively renewing tissues, like gastrointestinal epithelium, proliferating stem cells will rapidly transmit their mutational load to their progeny during the routine renewing process. It is possible that due to changes in microenvironment or intrinsic mechanisms the progeny of such mutant cells is more susceptible to the malignant transformation. It also has been previously reported that the differentiated progeny may acquire the capacity to dedifferentiate to stem-like state during the carcinogenesis^56,57^. In such scenario, immature status of cells may provide optimal conditions for acquiring cancer-prone status. In vivo experiments using specific targeting of stem cells vs their immature progeny should directly test such possibilities. It may be of interest to investigate if other cancer-prone epithelial TZs also have large pools of immature cells.

Our study identified OPN–CD44 signaling as a key mechanism in the transformation of gastric SCJ glandular epithelium. OPN–CD44 signaling is known to regulate the stem/progenitor cell proliferation and differentiation in liver and hematopoietic systems, and also to promote stemness of melanoma, glioma, and colon cancers^38,58–60^. It has been reported, that through binding to cell surface receptor CD44, perivascular niche-derived OPN promotes the stemness and tumorigenicity of cancer cells via cleavage and translocation of the C-terminal intracellular domain (ICD) of CD44 into the nucleus^38^. The CD44ICD functions as a critical transcriptional factor to induce the stem-like properties in targeted cells by enhancing the hypoxic inducible factor-2α in a CBP/p300-dependent manner^61,62^. Moreover, OPN–CD44 interactions have been shown to activate downstream signaling pathways, such as phosphatidylinositol 3-kinase (PI3K)/Akt cascade^63^ and TIAM1–Rac1 signaling^64^, that are highly associated with cancer progression and metastasis via enhancing cell proliferation, survival, and mobility. Our studies did not show preferential presence of ICD in glandular cells of SCJ (Fu and Nikitin, unpublished observations). However, we have observed that the CD44^+^ immature progenitor cells at the first pit of SCJ can produce OPN. In this context, OPN may function as an essential autocrine factor responsible for increasing the stemness phenotype, thereby promoting gastric epithelial regeneration, but also facilitating malignant transformation. Further investigations are needed to identify downstream mechanisms by which OPN–CD44 signaling may selectively affect immature CD44^+^ cells in the SCJ but not antrum.

Expression of both CD44 and OPN has been reported to correlate with the worse prognosis for human gastric cancer patients^65,66^. According to TCGA data analysis, upregulation of CD44 and OPN shows a trend for the worst prognosis in esophageal carcinomas and CIN subtype of gastric carcinomas, which are predominantly located near human gastroesophageal junction^29^ Furthermore, in both cases disease/progression-free survival of patients is significantly shorter. Our studies of gastroesophageal cancers are in agreement with those observations. Thus targeting OPN–CD44 pathway may be a promising approach for diagnosis and treatment of gastroesophageal carcinoma.

## Methods

### Experimental animals

The *Lgr5*^*tm1(cre/ERT2)Cle*^*/J (Lgr5*^*eGFP*−*Ires*−*CreERT2*^) knock in mice (Stock number 008875), *Gt(ROSA)26Sor*^*tm9(CAG*−*tdTomato)Hze*^ (*Rosa-loxP-stop-loxP-*tdTomato/Ai9) mice (Stock number 007909) and NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1wjl*^/SzJ (NSG) mice (Stock number 005557 were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). The *Trp53*^*loxP/loxP*^ and *Rb1*^*loxP/loxP*^ mice, which have *Trp53* and *Rb1* genes flanked by *loxP* alleles, respectively, were a gift from Dr Anton Berns. *Lgr5-*DTR mice^67^ were a gift from Dr Frederic J. de Sauvage. All the experiments and maintenance of the mice were following ethical regulations for animal testing and research. They were approved by the Cornell University Institutional Laboratory Animal Use and Care Committee.

### Tamoxifen induction

For lineage tracing experiments, 6-week-old *Lgr5*^*eGFP*−*Ires*−*CreERT2*^Ai9 mice received a single dose (8 μl g^−1^ body weight) of tamoxifen (25 mg ml^−1^ in corn oil, Sigma-Aldrich, St. Louis, MO, USA, T5648) by intraperitoneal injection. At 1, 4, 10, and 200 days after induction, the tamoxifen-pulsed mice were euthanized by CO_2_ and further analyses were carried out. For tumor induction experiments, 6–10-week-old *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^ *Rb1*^*loxP/loxP*^Ai9 mice and control mice were intraperitoneally injected with tamoxifen (25 mg ml^−1^ in corn oil, 8 μl g^−1^ body weight) three times, every other day for a total of 6 days to maximize the Cre-recombination efficiency. The day after first injection was counted as the first day post induction (p.i.).

### Histology, immunohistochemistry, and image analysis

All tissues were fixed in buffered 4% paraformaldehyde overnight at 4 °C followed by standard tissue processing and paraffin embedding. Histology and immunohistochemistry stainings were carried out on 4-μm-thick tissue sections. For immunohistochemistry, antigen retrieval was performed by incubation of deparaffinized and rehydrated tissue sections in boiling 10 mM sodium citrate buffer (pH 6.0) for 10 min. The primary antibodies against GFP (NOVUS biological, Littleton, CO, USA; NB600-303; 1:8000), CD44 (Santa Cruz Biotechnologies, Dallas, TX, USA; sc-18849; 1:1000), Mucin5AC (Abcam, Cambridge, UK; ab3649; 1:500), H^+^K^+^-ATPase (MBL international corp., Woburn, MA, USA; D032-3H; 1:500), chromogranin A (Santa Cruz, sc-1488; 1:2000), pepsinogen C (Abbexa, Cambridge, UK; abx002093; 1:400), OPN (R&D Systems, Minneapolis, MN, USA; AF808; 1:200 and Sigma, HPA027541; 1:200), RFP (Rockland Immunochemicals Inc., Pottstown, PA, USA; 600-401-379S; 1:400),Ki67 (Abcam, ab16667; 1:400), and KRT5 (BioLegend, San Diego, CA, USA, PRB-160P; 1:400) were incubated at room temperature (RT) for 1 h, followed by incubation with secondary biotinylated antibodies (30 min, RT). Modified Elite avidin–biotin peroxidase (ABC) technique (Vector Laboratories, Burlingame, CA, USA; pk-6100) was performed at RT for 30 min. Hematoxylin was used as the counterstain. For immunofluorescence, the primary antibodies against GFP (NOVUS biological; NB600-303; 1:1000), CD44 (Santa Cruz Biotechnologies; sc-18849; 1:200), OPN (R&D Systems; AF808; 1:100), RFP (Rockland Immunochemicals Inc; 600-401-379S; 1:100) were incubated at RT for 1 h, followed by incubation with secondary antibody conjugated with indicated fluorescence protein for 30 min at RT. DAPI (Sigma; 32670-5MG-F, 1:200) were used for nuclear counterstaining. All antibodies used for immunostaining are listed in Supplementary Table 2. For quantitative studies, sections were scanned by ScanScope CS2 or FL (Leica Biosystems, Vista, CA) with a 40× objective, followed by the analysis with the ImageJ software (National Institutes of Health, Bethesda, MD, USA). Carcinomas were considered to be positive for CD44 and OPN1 in cases with over 10% stained neoplastic cells.

### BrdU incorporation assay

A single dose (20 μl g^−1^ body weight) of BrdU (2.5 mg ml^−1^, Sigma; B5002) was administered to mice by intraperitoneal injection. Mice were euthanized using CO_2_ 2 h after BrdU injection, and the stomachs were collected and fixed with 4% paraformaldehyde overnight at 4 °C. Deparaffinized tissue sections were exposed to 10-min boiling in 10 mM citrate buffer followed by incubation with 4 N hydrogen chloride (HCl, RT, 10 min). The anti-BrdU primary antibody (Abcam; ab2284;1:100) was incubated at RT for 1 h, followed by Alexa 594 conjugated secondary antibody (Invitrogen, Carlsbad, CA, USA; A11016; 1:200) for 30 min at RT. DAPI (Sigma; 32670-5MG-F) were used for nuclear counterstaining.

### Isolation of primary gastric epithelial cells

Individual stomachs were isolated from 6 to 10 week-old *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9, *Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 or *Lgr5*-DTR mice, washed with ice-cold PBS buffer several times, dissected into small pieces (<2 mm in length), and incubated in gentle dissociation buffer (Stem cell technologies, Vancouver, Canada; 07174) at RT for 15 min. After removal of the dissociation buffer, the tissue fragments were vigorously pipetted for 10–20 times with ice-cold 0.1% BSA/PBS solution using 10 ml pipette, and transferred to 50 ml conical tube. The gastric epithelial cells were collected and counted after centrifugation and resuspension using DMEM F12 50/50 medium (Corning Inc., Corning, NY, USA; 10-092-CV).

### Gastric organoid culture

The primary gastric organoid culture was established by modifying previously described methods^68^. Primary mouse gastric epithelial cells (10^4^) were suspended in 0.1 ml of DMEM F12 50/50 medium, and 1:1 mixture with liquid growth factor-reduced Matrigel (Corning, 354230), and plated around the rim of the well of a 24-well tissue culture plate. Matrigel was allowed to solidify in the 37 °C incubator for 20 min, and overlaid by stem cell culture medium (IntestiCult^TM^ Organoid Growth Medium [Stemcell Technologies; 6005] supplemented with 10 nM gastrin [Sigma; G9020]) in the first 3 days. Each well was washed by PBS twice following by addition of differentiation medium (Advanced DMEM/F12 50/50 medium supplemented with 1 μg ml^−1^ R-spondin1 [PeproTech Inc., Rocky Hill, NJ, USA; 120-38] and 50 ng ml^−1^ EGF [PeproTech, 315-09]) during subsequent 4 days. For culturing Lgr5^+^ organoids, small molecules CHIR99021 (2 μM, Stemcell Technologies, 72052) and valproic acid (2 mM, Stemcell Technologies, 72292) were added to stem cell culture medium. For culturing Lgr5^−^CD44^+^ organoids, diphtheria toxin (2 ng ml^−1^, Sigma, D0564) was added to stem cell culture medium to abolish the Lgr5^+^ cells. For culture of Lgr5^−^CD44^−^ organoids, diphtheria toxin (2 ng ml^−1^, Sigma; D0564) was also added to differentiation medium as described above.

For passaging, 1 ml of Accumax cell dissociation solution (Innovative Cell Technologies, San Diego, CA, USA; AM105-500), was added to each well followed by incubation at 37 °C for 10 min. The organoids were separated into single cells upon vigorous pipetting, and transferred into 15 ml conical tube. After double washing with 10 ml DMEM/F12 50/50 medium, the cells were counted and cultured as described above. In experiments with adenovirus-mediated Cre (AdCre) recombination, organoids were treated with Cre-expressing adenovirus (2 × 10^7^ pfu in stem cell culture medium) at 37 °C for 2 h on the second day of culture. Blank adenovirus was used as control under same conditions. In the lentiviral CRISPR/Cas9-mediated experiments, the recombinant lentivirus was added to the stem cell culture medium during first 3 days after plating.

### Quantitative reverse transcription real-time PCR (qRT-PCR)

RNA from organoids was isolated using mirVana miRNA Isolation Kit (Thermo Fischer Scientific; AM1560). cDNA synthesis was performed using SuperScript III First Strand system (Invitrogen; 18080-400) in accordance with manufacturer’s protocol. Quantitative RT-PCR was carried out with SYBR Green (Quanta BioSciences, Beverly, MA, USA; 95054-100) according to manufacturer’s instruction. *Lgr5* expression was assessed using forward primer (TCTTCTAGGAAGCAGAGGCG) and reverse primer (CAACCTCAGCGTCTTCACCT) and its relative expression was normalized to β-actin expression with a use of forward primer (GATTACTGCTCTGGCTCCTAGC) and reverse primer (GACTCATCGTACTCCTGCTTGC).

### Construction of CRISPR plasmids

The lentiCRISPR v2 was obtained from Addgene (Cambridge, MA, US; 52961). The *Cd44-*sgRNA (CRISPR-*Cd44*) sequences (CTGGAGAACGTGGGCGCACG) were designed using web tools Optimized CRISPR Design (http://crispr.mit.edu) and CHOPCHOP (https://chopchop.rc.fas.harvard.edu). Insertion of sgRNA was performed following previously published protocol^69^. The lentiCRISPR v2 plasmid was digested by FastDigest *BsmBI* (Thermo Fischer Scientific; FD0454). The sgRNA dimers were phosphorylated by T4 polynucleotide Kinase (NEB) and ligated into plasmid using Rapid DNA Ligation Kit (Thermo Fischer Scientific; K1423s). For CRISPR-*Trp53* and CRISPR-*Rb1* experiments three sets of *Trp53-*sgRNAs (CRISPR-*Trp53a:* AGTGAAGCCCTCCGAGTGTC, CRISPR-*Trp53b:* GAAGTCACAGCACATGACGG, CRISPR-*Trp53c:* AAATTTGTATCCCGAGTATC) and three sets of *Rb1-*sgRNAs (CRISPR-*Rb1a:* TGTAGCTCAGTAAAAGTGAA, CRISPR-*Rb1b:* TTGGGAGAAAGTTTCATCCG, CRISPR-*Rb1c:* AGAAATCGATACCAGTACCA) were separately inserted into the lentiCRISPR v2 plasmid following manufacture’s recommendation. Inactivation of genes was confirmed by QRT-PCR detection of gene expression and Sanger sequencing (Supplementary Fig. 11). To analyze the frequency of *Cd44* mutations DNA isolated from individual cells infected with CRISPR-Cd44 was extracted using the Nucleospin Tissue XS kit (TakaBio). The *Cd44* locus was amplified using primers CD44_F: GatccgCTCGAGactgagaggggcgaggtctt and CD44_R: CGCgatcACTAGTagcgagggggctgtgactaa and NebNext Q5 High Fidelity polymerase. The obtained DNA samples were purified using QIAquick PCR purification kit and sequenced using the CD44 (F) primers. The obtained raw data was then manually assessed.

### OPN treatment

The organoids were passaged into 24-well plate 1 day prior treatments. On the next day, the old medium was removed and replaced by fresh Stem Cell Culture Medium with recombinant OPN (1 μg ml^−1^; Sigma; SRP3131). The medium was changed and added with each factor every other day.

### RNA sequencing

SCJ tumors (*n* = 5) were dissected from stomachs of *Lgr5*^*eGFP*−*Ires*−*CreERT2*^*Trp53*^*loxP/loxP*^*Rb1*^*loxP/loxP*^Ai9 mice at least 250 days after tamoxifen induction. The tumor borders were delineated based on tdTomato expression. The wild-type control stomachs (*n* = 3) were isolated from age-paired mice and separated into squamous forestomach, SCJ and antral compartments. All the tumors and gastric tissue were minced on ice using preautoclaved glass tissue grinder. The total RNA was purified from digested tissue using mirVana miRNA Isolation Kit (Thermo Fischer Scientific; AM1560). Following quality assessment by Agilent BioAnalyzer, samples with RNA Quality Number (RQN) greater than 7.0 were submitted to the Cornell RNA Sequencing Core (RSC) to generate standard library using the next generation high throughput sequencing by Illumina TruSeq system (Illumina, San Diego, CA, USA).

For RNAseq transcription data cutadapt v1.8 was used to trim and filter reads and cuffquant was used to quantify transcripts for annotated genes (UCSC mm10). For gene expression data set the FPKM values were generated with cuffnorm v2.2.1. GSEA implemented with GSEA v2.2.3 software (http://software.broadinstitute.org/gsea/index.jsp) were performed through the use of previously defined human gastroesophageal junction cancer signature genes^70^ as the gene set and the preranked 23,361 genes defined above as the expression data set. In addition, the Broad Institute’s Hallmark, Oncogenic Signature, Motiff, and Curated Signature gene sets were used for the analysis. Further canonical pathway analysis was performed using GIAGEN’s Ingenuity Pathway Analysis (IPA) software (https://www.qiagenbioinformatics.com).

### Transplantation

Dissociated cells were collected by centrifugation at 500 *g* for 5 min, resuspended with 50% of complete culture medium and 50% of high concentration Matrigel (Corning; 354263) in total volume of 100 μl, and subcutaneously injected (5 × 10^5^ cells or as indicated) in the flanks of NSG mice.

### Patient materials

Two patient cohorts were used in this study. In first cohort, paraffin-embedded human gastroesophageal tumor specimens were obtained from tissue bank of Department of Pathology and Key Laboratories for Xinjiang Endemic and Ethnic Diseases, Shihezi University School of Medicine. Clinical characteristics of the patients are listed in Supplementary Table 2. The study obtained informed consent from all participants. The study protocol with all relevant ethical regulations for work with human participants was approved by the Ethics Committee of the First Affiliated Hospital, Shihezi University School of Medicine. For the second cohort, tissue microarray of gastroesophageal junctional carcinoma and matched normal adjacent tissue, with survival data, was obtained from US Biomax (Derwood, MD; HGEj-Ade130Sur-01). These specimens represent de-identified archive specimens collected by provider not involved in our research. As such, they do not meet definitions of “human participant research” under US federal regulations and Cornell IRB rules.

### Statistical analyses

Statistical comparisons were performed using a two-tailed unpaired *t* test and a chi square test with InStat 3 and Prism 6 software (GraphPad Software Inc., La Jolla, CA, USA). Survival curves were computed using the Kaplan–Meier method and the survival comparisons were analyzed by log-rank tests. Significance was determined as *P* < 0.05.

## Supplementary information

Supplementary Information

## Data Availability

The RNA-seq data reported in this paper is deposited in Gene Expression Omnibus (GEO); accession number: GSE130003. The Source Data provide data for all results requiring quantification. Any additional data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Source data

Source Data

# Supplementary material for: Gastric squamous-columnar junction contains a large pool of cancer-prone immature osteopontin responsive Lgr5−CD44+ cells
**Source:** Nat Commun. 2020 Jan 3;11:84. doi: 10.1038/s41467-019-13847-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Gastric squamous-columnar junction contains a large pool of cancer-prone immature osteopontin responsive Lgr5-CD44<sup>+</sup> cells

Fu et al.

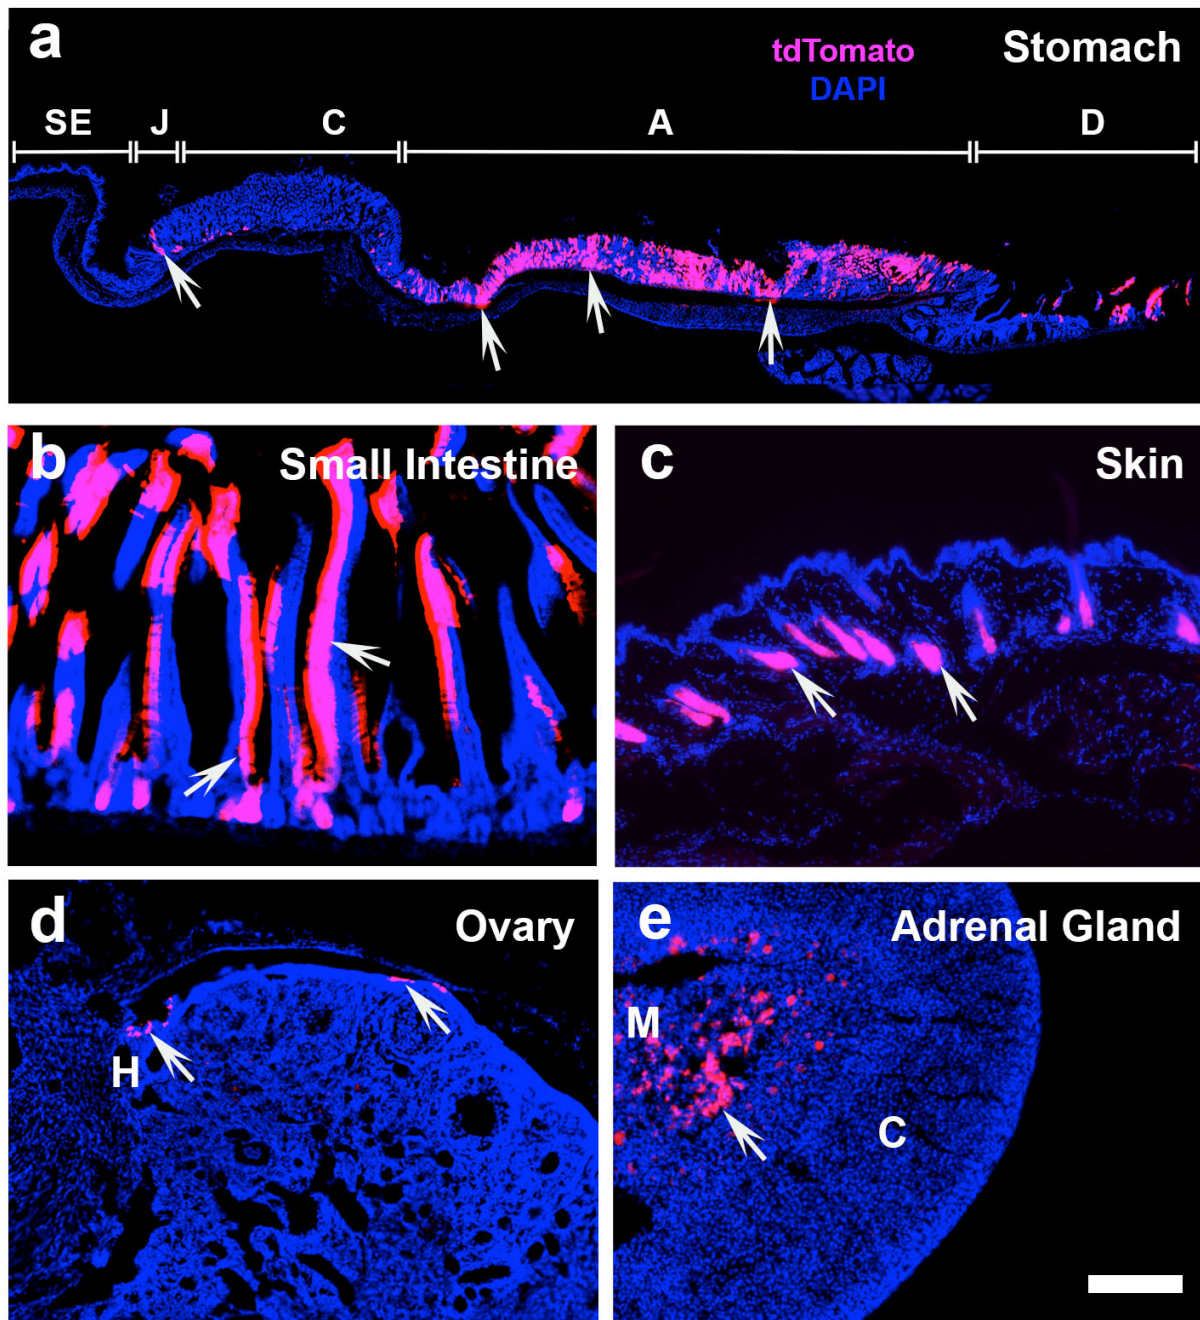

**Supplementary Figure 1. Detection of *Lgr5*<sup>+</sup> stem cell lineages in multiple organs.** **a-e**, Expression of tdTomato (magenta) in organs of *Lgr5*<sup>eGFP-Ires-CreERT2</sup>Ai9 mice 200 days post induction with tamoxifen. Positive cells (arrows) are present at the squamous-columnar junction (SCJ) and antrum of stomach (**a**), and in the small intestine (**b**), hair follicles (**c**), ovarian surface epithelium (**d**), and adrenal gland medulla (**e**). SE, squamous epithelium; J, SCJ; C, corpus; A, antrum; D, duodenum; H, hilum; M, medulla; C, cortex. Counterstaining with DAPI (blue). Scale bar in **e** represents 1 mm (**a**), 300  $\mu$ m (**b**, **c** and **e**) and 230  $\mu$ m (**d**).

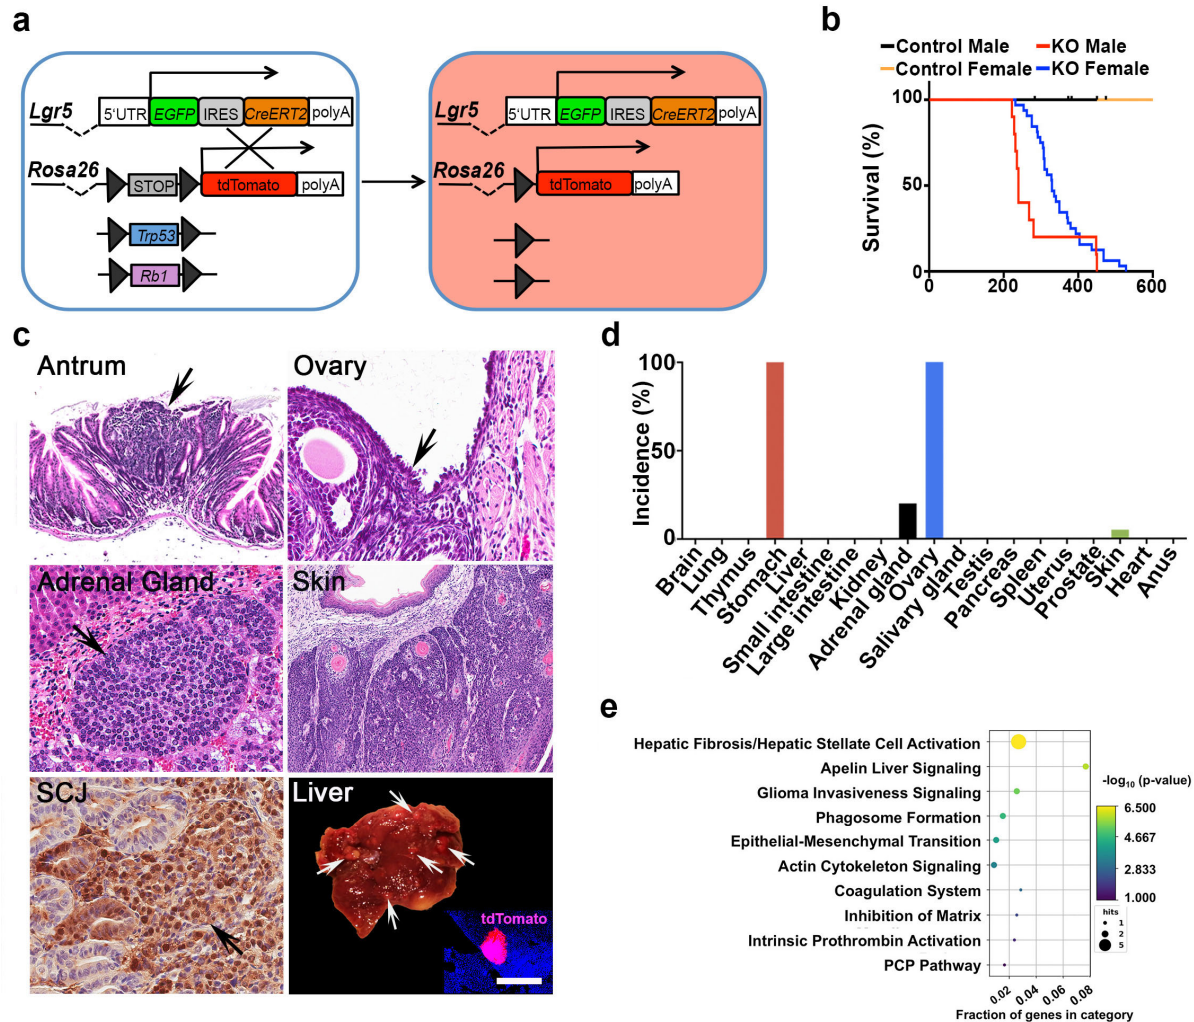

**Supplementary Figure 2. Inactivation of *Trp53* and *Rb1* genes in *Lgr5*<sup>+</sup> stem cell using *Lgr5*<sup>eGFP-Ires-CreERT2</sup>*Trp53*<sup>loxP/loxP</sup>*Rb1*<sup>loxP/loxP</sup>*Ai9* mice.** **a**, Experimental strategy for inactivation of *Trp53* and *Rb1* in *Lgr5*<sup>+</sup> stem cells. **b**, Male mice with conditional knockout (KO) of *Trp53* and *Rb1* have significantly shorter survival span (median=239 days, n=10) compared to female mice with the same KO (median=329 days, n=32).  $P < 0.05$ . Male (n=5) and female (n=4) *Lgr5*<sup>eGFP-Ires-CreERT2</sup>*Trp53*<sup>loxP/loxP</sup>*Rb1*<sup>loxP/loxP</sup>*Ai9* mice without tamoxifen induction are used as controls. Kaplan-Meier survival curve. **c**, Primary and metastatic neoplasms in *Lgr5*<sup>eGFP-Ires-CreERT2</sup>*Trp53*<sup>loxP/loxP</sup>*Rb1*<sup>loxP/loxP</sup>*Ai9* mice. Antrum, antral adenoma (arrow). 309 days post induction (p.i.) with tamoxifen. Ovary, dysplasia (arrow) of the ovarian surface epithelium in the ovarian hilum region. 253 days p.i. Adrenal gland, pheochromocytoma (arrow) in the adrenal gland medulla. 231 days p.i. Skin, squamous cell carcinoma of the skin. 235 days p.i. expression of tdTomato in primary gastric SCJ neoplasm (arrow), 222 days p.i. Liver, gross and microscopic (inset) image of liver metastases (arrows). tdTomato, expression of tdTomato (magenta) in metastatic node (arrow). Staining with hematoxylin and eosin (Antrum-Liver), and counterstaining with DAPI (blue, tdTomato inset). Scale bar in tdTomato image represents 250  $\mu$ m (Antrum, Skin, and tdTomato inset), 60  $\mu$ m (Ovary and Adrenal gland), 50  $\mu$ m (SCJ), 7.3

mm (Liver), and 620  $\mu$ m (tdTomato inset). **d**, Incidence of neoplastic lesions in various organs of mice with conditional KO of *Trp53* and *Rb1* (*Trp53*<sup>-/-</sup>*Rb1*<sup>-/-</sup>; n=20). **e**, Ingenuity Pathway Analysis (IPA) of human gastroesophageal cancer signature genes which are upregulated in mouse SCJ cancer model. 

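For the fibrosis theme of Supplementary Fig. 2e, the 25 collagen and fibrosis genes had a NES of 2.37, past the threshold by gene permutation, and a median log2 fold change of 1.54. With TPM the NES was 1.42 (adjusted p = 0.077, gene permutation). In limma 11 of these genes were higher and 0 lower, and 13 were changed when adjusted over the list alone. Timp1 had FPKM of 8, 24, 19, 14 and 7 in the cancers and 1, 1 and 2 in the controls (log2 fold change 2.61, standard error 0.41, adjusted p = 0.0040 from limma). Tgfb1 had FPKM of 20, 10, 27, 14 and 28 in the cancers and 3, 2 and 3 in the controls (log2 fold change 2.42, standard error 0.34, adjusted p = 0.0029 from limma). Among Reactome pathways, collagen formation had a NES of 1.99 and extracellular matrix organization a NES of 1.66, both past the threshold by gene permutation and neither with TPM. The clotting cascade (NES 1.61, adjusted p = 0.058, gene permutation) and degradation of the extracellular matrix (NES 1.29, adjusted p = 0.15, gene permutation) were not. Degradation of the extracellular matrix reversed without cancer 2 (-1.23) and cancer 4 (-1.17), and passed without cancer 5 (1.67) or control 2 (1.49) and when ranked by log2 fold change (1.53). The clotting cascade passed without cancer 1 (1.797), cancer 3 (1.76) or control 3 (1.68), and with a NES of 1.70 both when ranked by log2 fold change and over all genes above 0. The PCP/CE pathway had a NES of -1.76 (adjusted p = 0.0057, gene permutation), which reversed to 0.80 with TPM. The PCP/CE pathway was not past the threshold without cancer 1 (-1.49) or control 1 (-1.26) or when ranked by log2 fold change (-1.27). Ranking by the moderated t of limma with a block for the replicate number gave -1.34, also not past the threshold.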

Source data are provided as a Source Data file.

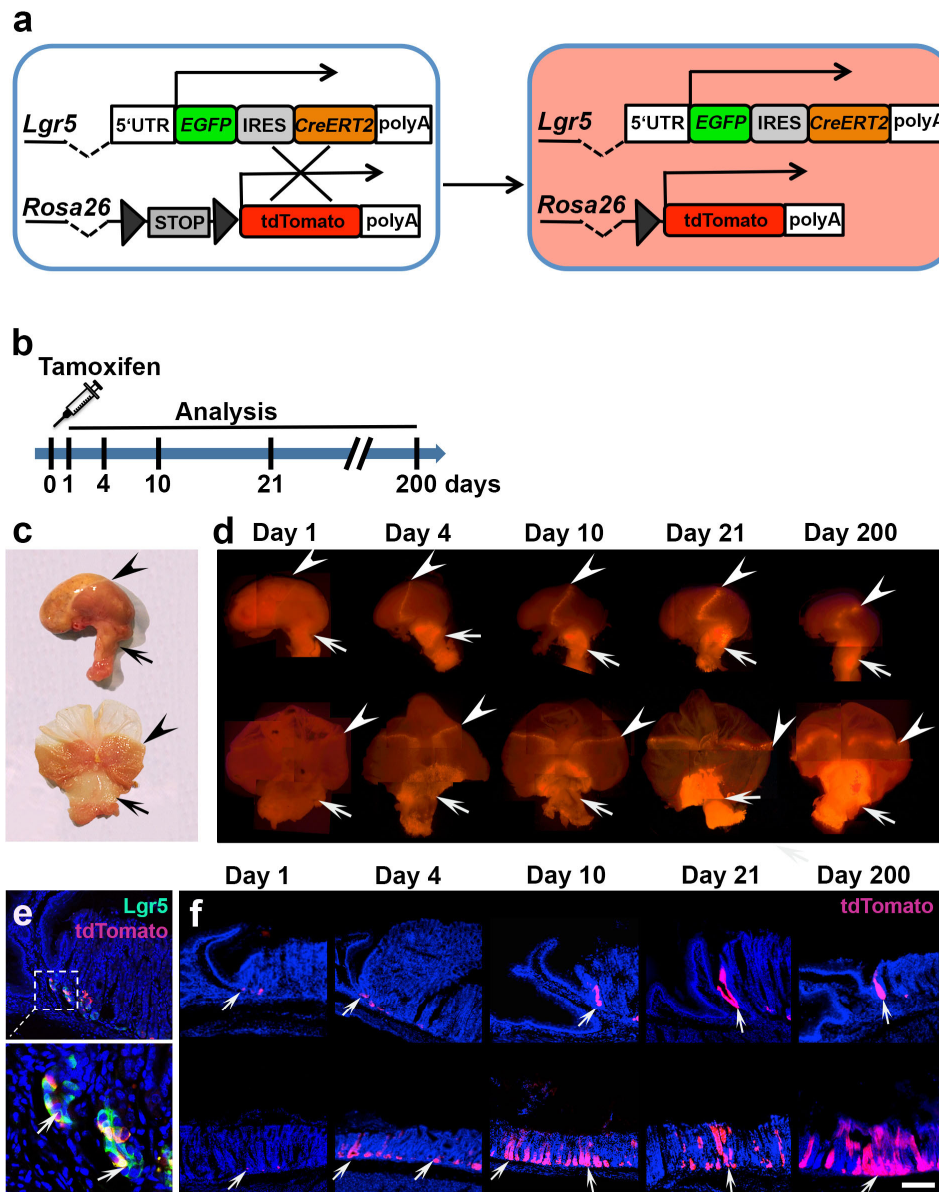

**Supplementary Figure 3. Lineage tracing of *Lgr5*<sup>+</sup> stem cells in the mouse stomach.**  
**a**, Experimental design of Cre-mediated lineage tracing in *Lgr5*<sup>eGFP-Ires-CreERT2</sup>Ai9 mice. **b**, Schedule of tamoxifen administration and material collection. **c** and **d**, Macroscopic light (**c**) and fluorescence (**d**) images of the intact (top) and dissected (bottom) stomachs of *Lgr5*<sup>eGFP-Ires-CreERT2</sup>Ai9 mice collected at indicated days p.i. SCJ, arrowhead; Antrum, arrows. **e**, Detection of co-localized expression of *Lgr5*-eGFP (turquoise) and tdTomato (magenta) in *Lgr5*<sup>+</sup> cells at SCJ (arrows in bottom image) one day p.i. Rectangle in top image indicates area shown in bottom image. **f**, Detection of tdTomato expression cells (magenta, arrows) in the longitudinal sections of SCJ (top) and antrum (bottom) of stomachs of *Lgr5*<sup>eGFP-Ires-CreERT2</sup>Ai9 mice. Scale bar in **f** represents 3 mm (**c** and **d**), 100  $\mu$ m (**e**, top panel), 25  $\mu$ m (**e**, bottom panel), and 150  $\mu$ m (**f**).

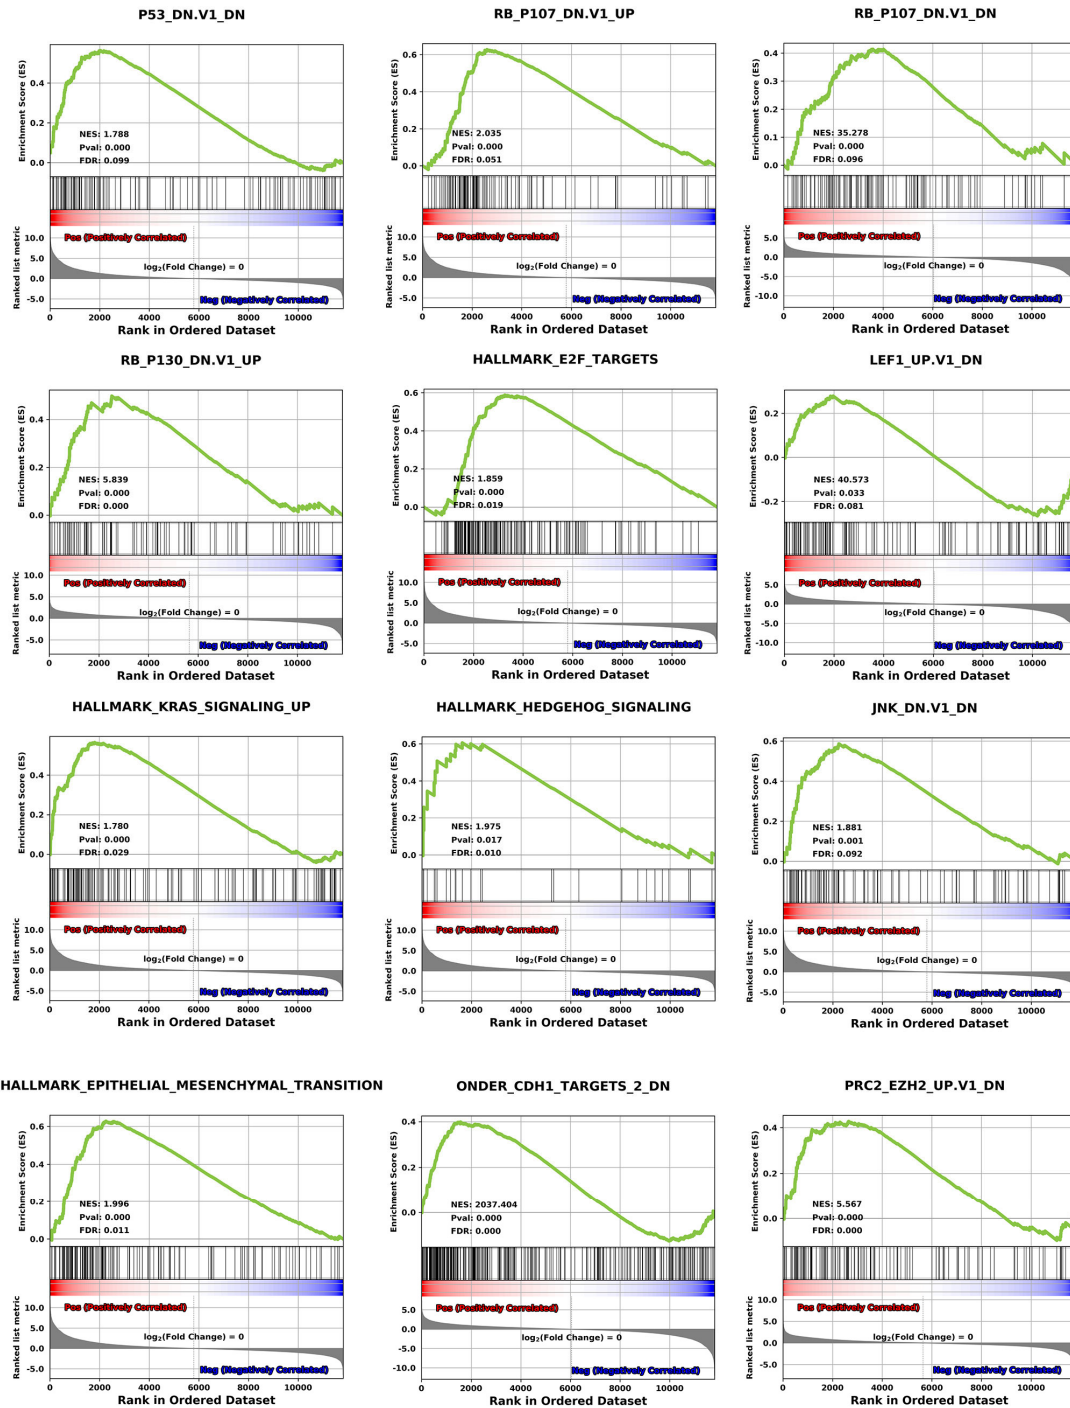

**Supplementary Figure 4. Gene Set Enrichment Analysis of RNA-seq data of mouse gastric SCJ cancers using the Broad Institute's gene sets. Normalized enrichment scores (NESs), P value, and false discovery rate (FDR) are shown.**

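Among lists on the themes of Supplementary Fig. 4, the 40 E2F target genes had a NES of 2.74 and a median log2 fold change of 0.90. Of these genes, 22 were higher and 1 lower at an adjusted p under 0.05 in limma, and 29 were changed when adjusted over the list alone. E2f1 had FPKM of 15, 9, 13, 6 and 13 in the cancers and 1, 2 and 2 in the controls (log2 fold change 2.16, standard error 0.30, adjusted p = 0.0028 from limma). Mcm2 rose by a log2 fold change of 1.57 (standard error 0.25, adjusted p = 0.0040 from limma). The 24 mesenchymal genes had a NES of 2.53 and a median log2 fold change of 1.23 (1.27 without the 5 genes listed at 0 throughout a group), with 14 higher and 0 lower in limma (20 when adjusted over the list alone). For both lists the adjusted p was 0.00045 with gene permutations, the smallest value these gave, and 0.34 when the 56 splits of the samples took their place. The p53 target genes moved both ways, with 3 higher and 5 lower, and were not enriched (NES -0.93, adjusted p = 0.61, gene permutation). Cdkn1a had FPKM of 18, 81, 18, 54 and 90 in the cancers and 182, 128 and 190 in the controls (log2 fold change -1.94, adjusted p = 0.041 from limma). The Cdkn1a log2 fold change was not past the threshold with TPM (-0.99, adjusted p = 0.13 from limma) or when cancer 1, 3 or 4 or any control was left out (adjusted p of 0.067, 0.076 and 0.057, and of 0.12, 0.084 and 0.12 from limma). The hedgehog pathway genes were not enriched either (NES 0.68, adjusted p = 0.89, gene permutation). Within that list Shh fell from 43, 45 and 74 FPKM in the controls to 0, 16, 1, 13 and 3 in the cancers, and Hey1 rose from 0, 0 and 1 to 11, 4, 9, 3 and 3. The Shh log2 fold change was -3.56 (adjusted p = 0.024 from limma), not past the threshold with a pseudocount of 0.1 (adjusted p = 0.066), without cancer 3 (adjusted p = 0.058) or without control 1, 2 or 3 (adjusted p of 0.072, 0.069 and 0.087).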

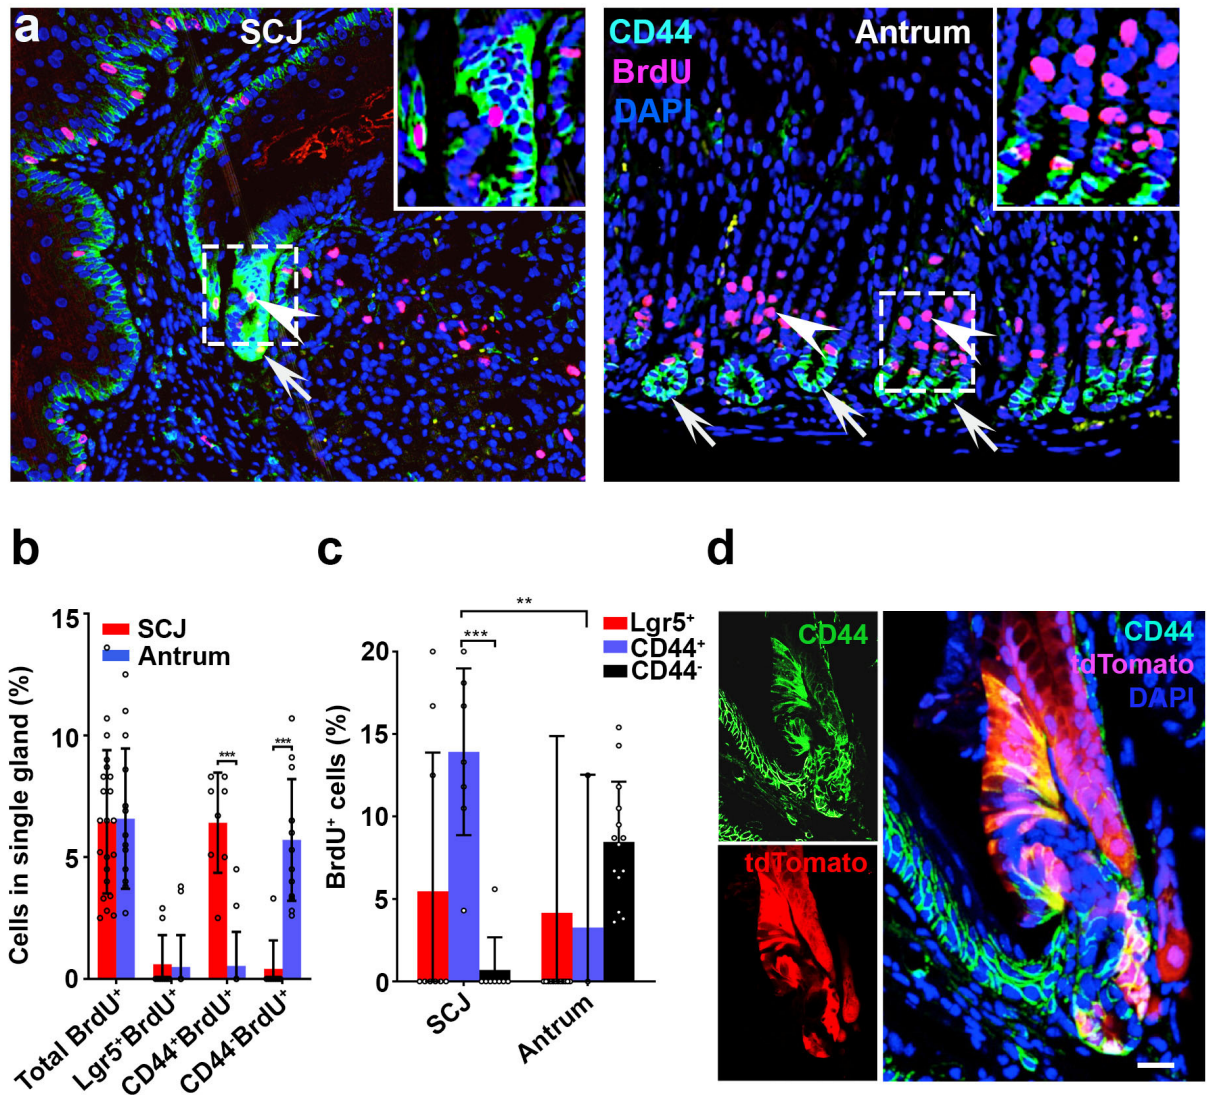

**Supplementary Figure 5. Characterization of cells in the gastric SCJ and antrum. a,** Detection of cells expressing CD44 (turquoise, arrows) and incorporating BrdU (magenta, arrowheads) in the SCJ (left) and antrum (right). Punctate rectangles indicate areas shown in insets. **b,** Quantification of Lgr5<sup>+</sup> and CD44<sup>+</sup> cells incorporating BrdU per gland ( $n \geq 8$  in each group). **c.** Percentage of BrdU<sup>+</sup> cells in Lgr5<sup>+</sup>, CD44<sup>+</sup>, and CD44<sup>-</sup> fractions ( $n \geq 8$  in each group). **d.** Detection of CD44 (green, left panel; turquoise, right panel), tdTomato (red, left panel; magenta, right panel) and overlay (orange) in Lgr5 progeny of SCJ epithelium of *Lgr5<sup>eGFP-Ires-CreERT2</sup>Ai9* mice 200 days p.i. Counterstaining with DAPI (a). Scale bar in **d** represents 20  $\mu$ m (a and left panels of **d**) and 10  $\mu$ m (insets in **a** and right panel of **d**). \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , two-tailed unpaired t-tests. All error bars denote s.d. Source data are provided as a Source Data file.

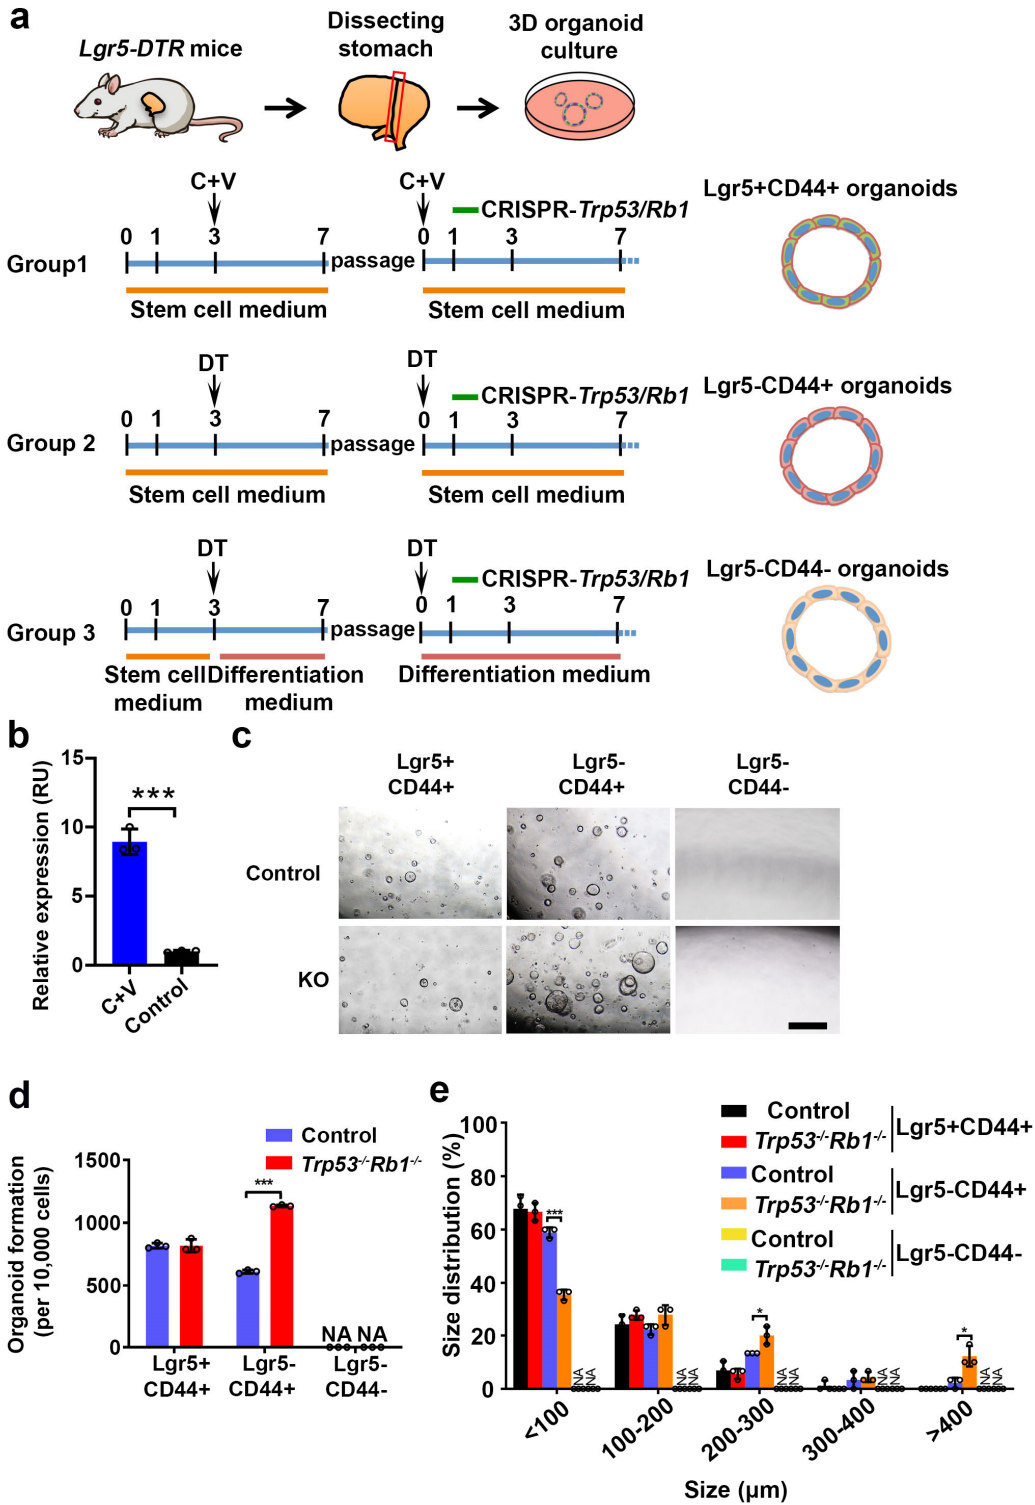

**Supplementary Figure 6. The effect of *Trp53* and *Rb1* inactivation on gastric SCJ organoids maintained at different differentiation stages. a**, Experimental design. The rectangle indicates region used for cell isolation. See legend to Figure 3 for further details.

**b**, *Lgr5* expression in organoids cultured in presence (C+V) or absence (control) of CHIR99021 (C) and valproic acid (V) (n=3 in each group). QRT-PCR. **c**, Representative phase contrast images of SCJ organoids derived from *Lgr5*-DTR mice. C, CHIR99021; V, valproic acid; DT, diphtheria toxin. Scale bar represents 500  $\mu$ m. NA, not available. \*P<0.05, \*\*\*P<0.001, two-tailed unpaired t-test. All error bars denote s.d. **d** and **e**, Numbers (**d**) and sizes (**e**) of SCJ organoids derived from *Lgr5*-DTR mice and maintained at different differentiation conditions before and after CRISPR-mediated *Trp53* and *Rb1* deletion (n=3 in each group). NA, not available. \*P<0.05, \*\*\*P<0.001, two-tailed unpaired t-tests. All error bars denote s.d. Source data are provided as a Source Data file.

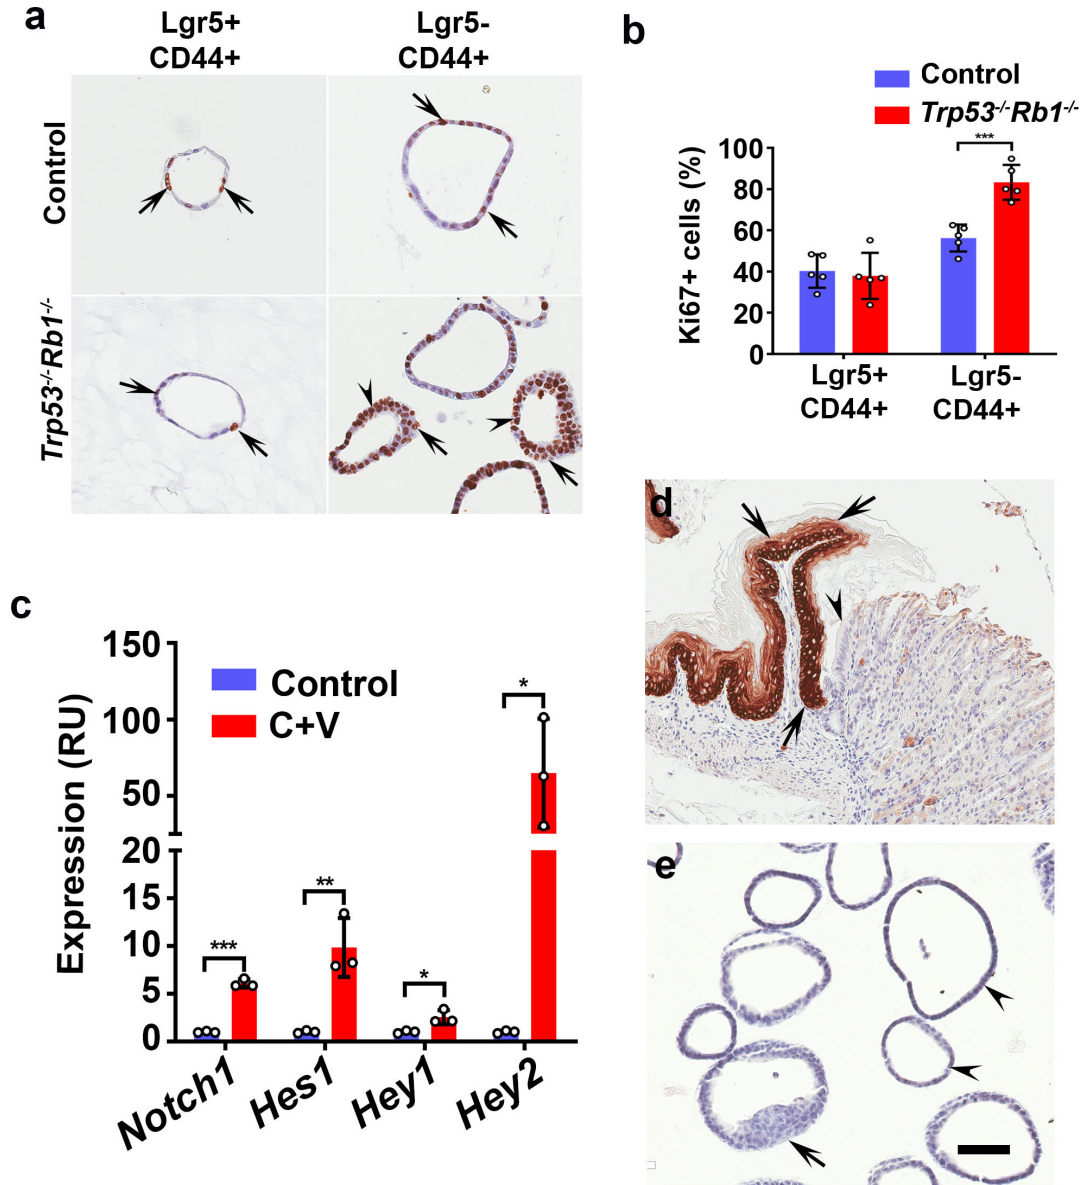

**Supplementary Figure 7. Detection of Ki67, Notch signaling, and Keratin 5 (KRT5) in mouse gastric organoids and tissue.** **a** and **b**, Representative image (**a**) and quantification (**b**) of Ki67-expressing cells (arrows in **a**) in Lgr5+CD44+ and Lgr5-Cd44+ organoids before and after CRISPR-*Trp53/Rb1* treatment. (n=5). **c**, The effect of CHIR99021 and VPA on expression of Notch signaling-related genes in SCJ organoids. (n=3). **d**, KRT5 is detected in the squamous epithelium (arrows) but not in the glandular epithelium (arrowhead). **e**, KRT5 is not detected in dysplastic (arrow), or morphologically normal (arrowheads) organoids. Counterstaining with hematoxylin (**a**, **d**, and **e**). Scale bar in **e** represents 60 μm (**a**), 100 μm (**d**), and 50 μm (**e**). \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, two-tailed unpaired t-test. All error bars denote s.d. Source data are provided as a Source Data file.

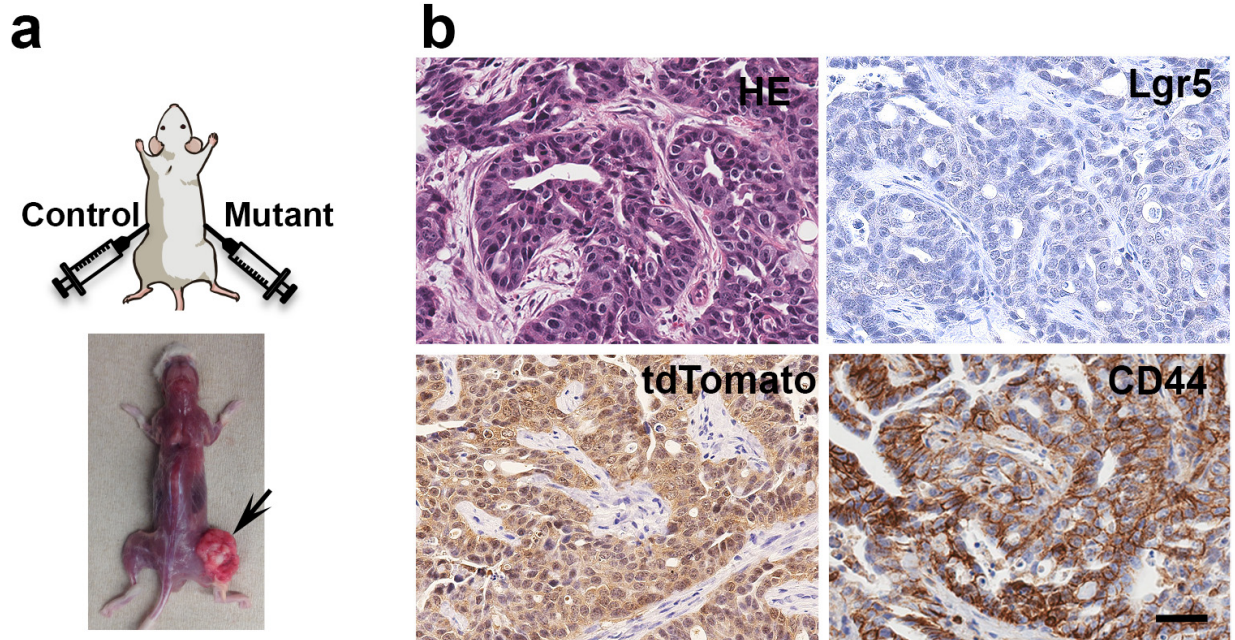

**Supplementary Figure 8. Characterization of neoplasms formed from gastric SCJ organoids deficient for *Trp53* and *Rb1*.** **a** and **b**, Gross (**a**) and histological (**b**) images of neoplasm (arrow in **a**) formed from *Lgr5<sup>eGFP-Ires-CreERT2</sup>Trp53<sup>loxP/loxP</sup>Rb1<sup>loxP/loxP</sup>Ai9* mouse derived and tamoxifen-exposed (mutant) organoids 223 days after s.c. transplantation into NSG mouse. Control, transplanted organoids without tamoxifen induction. Neoplastic cells express tdTomato and CD44 (brown color) but not Lgr5-eGFP (Lgr5). Hematoxylin and eosin (HE, **b**, upper left image). Elite ABC method, counterstaining with hematoxylin (**b**, other images). Scale bar in **b** represents 2 cm (**a**) and 50  $\mu$ m (**b**).

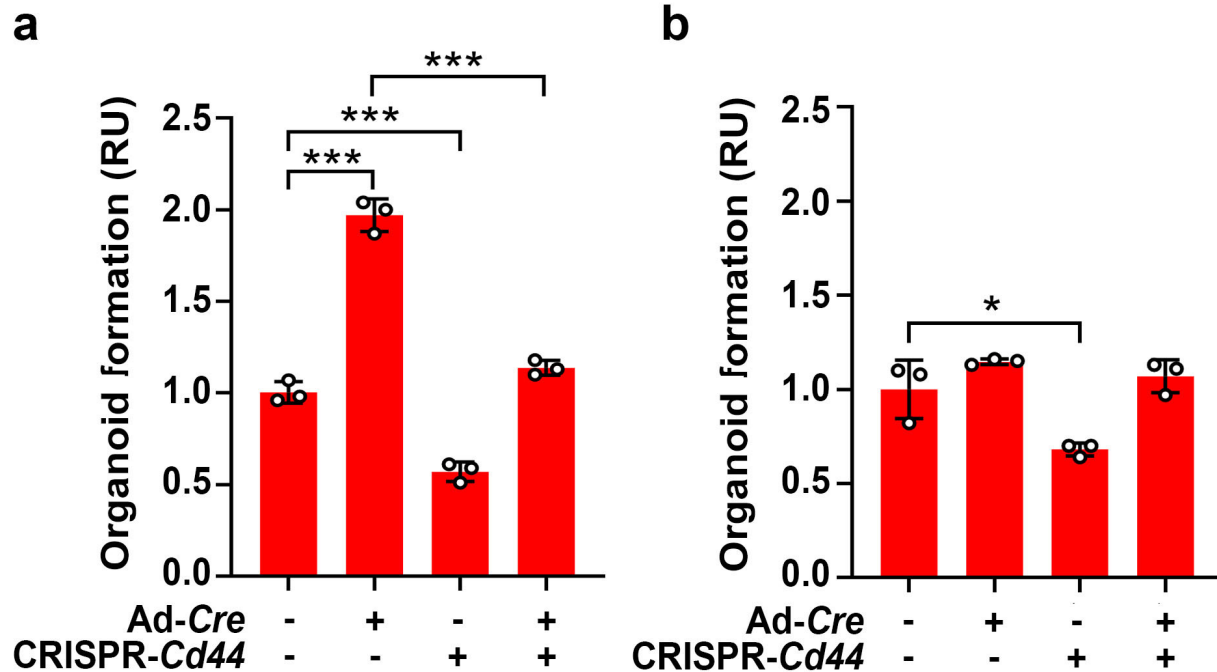

**Supplementary Figure 9. Formation of gastric SCJ and antral organoids.** **a** and **b**, The relative number of organoids derived from the gastric SCJ (**a**) and antrum (**b**) of *Lgr5<sup>eGFP-Ires-CreERT2</sup>Trp53<sup>loxP/loxP</sup>Rb1<sup>loxP/loxP</sup>Ai9* mice before and after inactivation of *Trp53* and *Rb1* (Ad-Cre) and/or CD44 (CRISPR-Cd44). The organoid numbers were normalized to control organoids in the same group. n=3. \*P<0.05, \*\*\*P<0.001, two-tailed unpaired t-tests. All error bars denote s.d. Source data are provided as a Source Data file.

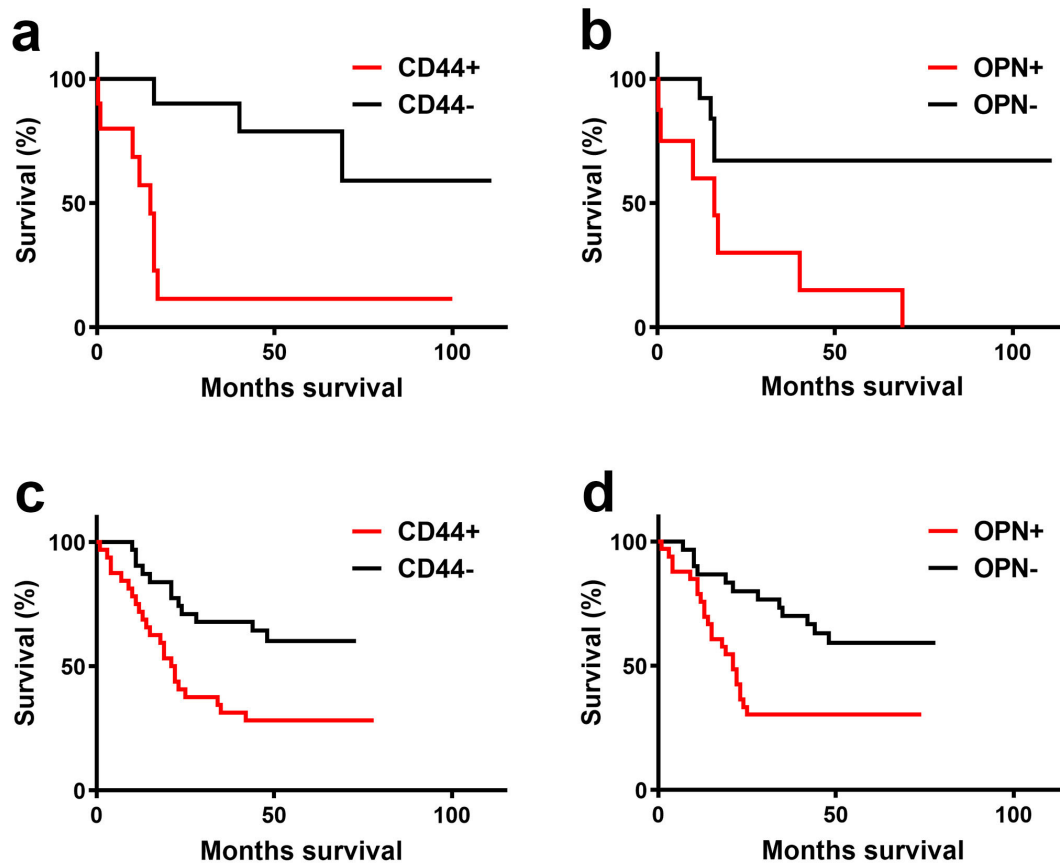

**Supplementary Figure 10. Association of CD44 and OPN expression with survival of GEJ cancer patients in two cohorts.** **a** and **b**, Kaplan–Meier survival analysis of GEJ cancer patients (Shihezi University School of Medicine) with CD44 (**a**, CD44+ n=10, CD44- n=11, P=0.0018) and OPN (**b**, OPN+ n=8, OPN- n=13, P=0.0081) expression. **c** and **d**, Kaplan–Meier survival analysis of GEJ cancer patients (US Biomax) with CD44 (**c**, CD44+ n=32, CD44- n=31, P=0.0038) and OPN (**d**, OPN+ n=33, OPN- n=30, P=0.0055) expression. Source data are provided as a Source Data file.

**a**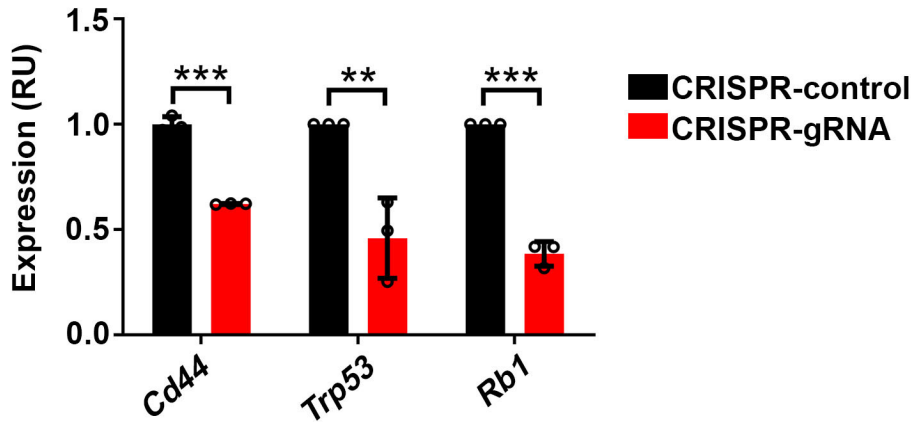**b**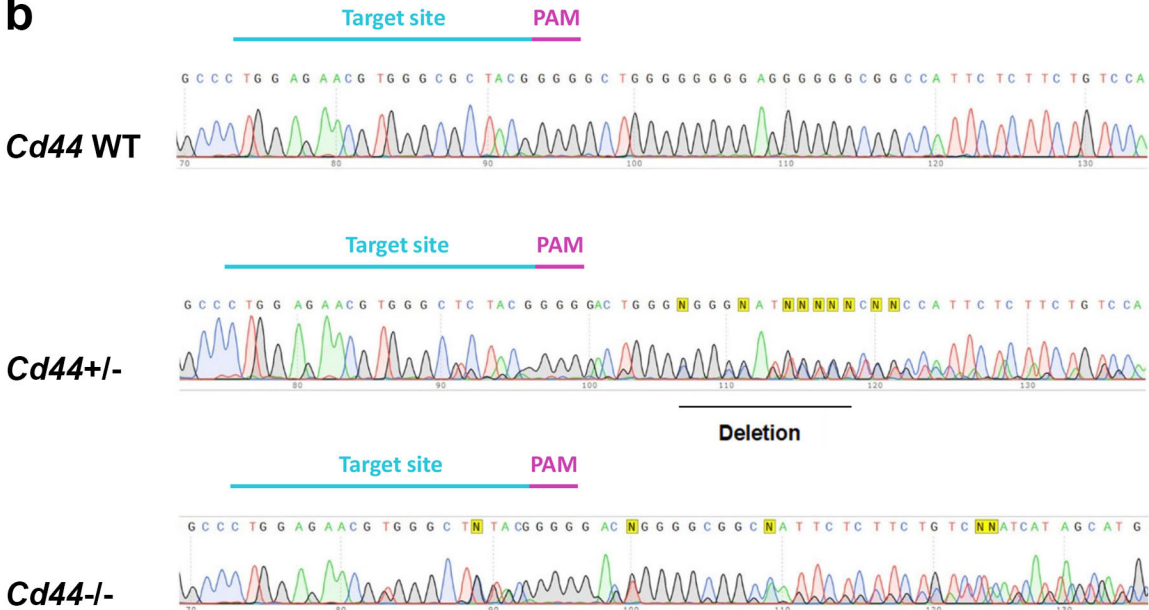

**Supplementary Figure 11. Inactivation *Trp53*, and *Rb1*, *Cd44* in gastric organoids using CRISPR/Cas9.** **a**, Relative expression of indicated genes before and after CRISPR-mediated inactivation (n=3 in each group). Normalized to each control group. All error bars denote s.d., **b**, PCR amplification products of the mutated alleles of *Cd44* using primers flanking targeted promoter. Expected indels were confirmed by Sanger sequencing. Out of 38 sequenced samples 10 cells (26%) retained wild-type CD44 alleles, 18 had heterozygous status (47%) and 10 cells (26%) were homozygous for CRISPR mutations. \*\*P<0.01\*\*\*P<0.001, two-tailed unpaired t-test. All error bars denote s.d. Source data are provided as a Source Data file.

**Supplementary Table 1. Clinical characteristics of the patients with gastroesophageal junction cancers (Shihezi University School of Medicine)**

| <b>Characteristics</b>   | <b>No. of cases</b> |
|--------------------------|---------------------|
| <b>Sex</b>               |                     |
| Male                     | 51                  |
| Female                   | 7                   |
| <b>Age (mean)*</b>       |                     |
| < 66                     | 25                  |
| < 66                     | 32                  |
| <b>Size*</b>             |                     |
| < 5 cm                   | 20                  |
| < 5 cm                   | 25                  |
| <b>Node metastasis**</b> |                     |
| N0                       | 15                  |
| N1                       | 40                  |

\* Information not available for two cases

\*\*Information not available for 13 cases

\*\*\*Information not available for two cases

**Supplementary Table 2. List of antibodies used for immunostainings**

| <b>Antigen</b>                        | <b>Antibody source, catalogue number</b>    | <b>Clone</b> | <b>Host</b> | <b>Dilution</b> | <b>Detection system</b>                                              |
|---------------------------------------|---------------------------------------------|--------------|-------------|-----------------|----------------------------------------------------------------------|
| GFP                                   | NOVUS biological, NB600-303                 | PC*          | Rabbit      | 1:8000          | Vectastain Elite ABC-HRP Kit                                         |
|                                       |                                             |              |             | 1:1000          | Immunofluorescence                                                   |
| CD44                                  | Santa Cruz, sc-18849                        | IM7          | Rat         | 1:1000          | Vectastain Elite ABC-HRP Kit                                         |
|                                       |                                             |              |             | 1:200           | Immunofluorescence                                                   |
| Mucin5AC                              | Abcam, ab3649                               | 45M1         | Mouse       | 1:500           | Mouse on mouse (M.O.M.) detection kit (Vector Laboratories, BMK2202) |
| H <sup>+</sup> K <sup>+</sup> -ATPase | MBL international corp., D032-3H            | 2B6          | Mouse       | 1:500           | Mouse on mouse (M.O.M.) detection kit (Vector Laboratories, BMK2202) |
| Chromogranin A (C-20)                 | Santa Cruz, sc-1488                         | PC*          | Goat        | 1:2000          | Vectastain Elite ABC-HRP Kit                                         |
| Pepsinogen C                          | Abbexa, abx002093                           | PC*          | Rabbit      | 1:400           | Vectastain Elite ABC-HRP Kit                                         |
|                                       |                                             |              |             | 1:200           | Vectastain Elite ABC-HRP Kit                                         |
| OPN                                   | R&D Systems, AF808                          | PC*          | Goat        | 1:100           | Immunofluorescence                                                   |
| OPN                                   | Sigma, HPA027541                            | PC*          | Rabbit      | 1:200           | Vectastain Elite ABC-HRP Kit                                         |
|                                       |                                             |              |             | 1:400           | Vectastain Elite ABC-HRP Kit                                         |
| RFP                                   | Rockland Immunochemicals Inc., 600-401-379S | PC*          | Rabbit      | 1:100           | Immunofluorescence                                                   |
| BrdU                                  | Abcam, ab2284                               | PC*          | Sheep       | 1:100           | Immunofluorescence                                                   |
| Ki67                                  | Abcam, ab16667                              | SP6          | Rabbit      | 1:400           | Vectastain Elite ABC-HRP Kit                                         |
| KRT5                                  | Covance, PRB-160P                           | PC*          | Rabbit      | 1:400           | Vectastain Elite ABC-HRP Kit                                         |

|                                                   |                                     |     |        |       |                                  |
|---------------------------------------------------|-------------------------------------|-----|--------|-------|----------------------------------|
| Anti-rat IgG<br>(Biotinylated)                    | Vector<br>Laboratories, BA-<br>400  | PC* | Rabbit | 1:200 | Vectastain Elite ABC-<br>HRP Kit |
| Anti-rabbit IgG<br>(Biotinylated)                 | Vector<br>Laboratories, BA-<br>1000 | PC* | Goat   | 1:200 | Vectastain Elite ABC-<br>HRP Kit |
| Anti-goat IgG<br>(Biotinylated)                   | Vector<br>Laboratories, BA-<br>5000 | PC* | Rabbit | 1:200 | Vectastain Elite ABC-<br>HRP Kit |
| Anti-sheep<br>IgG<br>conjugated<br>with Alexa 594 | Invitrogen,<br>A11016               | PC* | Donkey | 1:200 | Immunofluorescence               |
| Anti-rat IgG<br>conjugated<br>with Alexa 488      | Invitrogen,<br>A21208               | PC* | Donkey | 1:200 | Immunofluorescence               |
| Anti-rat IgG<br>conjugated<br>with Alexa 594      | Invitrogen,<br>A21209               | PC* | Donkey | 1:200 | Immunofluorescence               |
| Anti-goat IgG<br>conjugated<br>with Alexa 488     | Invitrogen,<br>A11058               | PC* | Donkey | 1:200 | Immunofluorescence               |
| Anti-rabbit IgG<br>conjugated<br>with Alexa 488   | Invitrogen,<br>A21206               | PC* | Donkey | 1:200 | Immunofluorescence               |
| Anti-rabbit IgG<br>conjugated<br>with Alexa 594   | Invitrogen,<br>A21207               | PC* | Donkey | 1:200 | Immunofluorescence               |

PC\*: Polyclonal.

How the deposited data were processed for this re-analysis (not part of the article)

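Gene expression was measured by RNA sequencing in 5 SCJ cancers and in the SCJ of 3 control stomachs. The authors trimmed and filtered reads with cutadapt v1.8, quantified annotated genes (UCSC mm10) with cuffquant and generated FPKM with cuffnorm v2.2.1; the paper's text does not name the aligner or the normalization option of cuffnorm. The deposited values are these FPKM rounded to whole numbers, treated here as a score and not as read counts, and 100% of them were whole. The table holds 23361 genes and 8 measurement columns were used. Depth per library is unknown, so no counting intervals or limits of detection are given, and a gene at 0 is described as listed at 0. Entrez numbers of 27 genes were unreadable, because a spreadsheet had turned them into dates, and all 27 were found by symbol. The locus of 98.8% of the genes with a RefSeq entry in GRCm38.p6 overlapped that entry.

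Genes with FPKM of at least 1 in at least 3 samples (14357) were tested on log2(FPKM + 1) with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by a two-sided exact permutation test over the 56 splits of 8 samples into 5 and 3, which cannot give a p below 0.018. Pre-ranked GSEA used fgsea 1.28.0 with 10000 gene permutations, on the signal-to-noise ratio of FPKM with a minimum SD of 0.2 times the mean. It covered 20 gene lists with at least 5 members tested and the mouse Reactome pathways of fgsea with 15 to 500 members tested. Of 397 list entries, 395 were matched to the table. The lists, the pathways named, the design and the alternatives were set before the data were examined, apart from the filter on a mean FPKM of at least 5, which was added after a test on simulated data, and the exact test of list means, which was added after the levels were seen. Genes named are those the paper names, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold without overlap between groups, and up to 3 members of each list with the largest change. Ghrl, Sst, Hdc, Tph1, Gast, Ins1, Ins2, Iapp, Th, Dbh and members of the hepatocyte, lymphocyte and sex-chromosome lists and genes of the control comparison were named for tests chosen later. The Hedgehog 'on' state, 'off' state and ligand biogenesis pathways and the protein degradation pathways were named after their values were seen.

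The limma fit was tested on simulated values for 14108 genes with 200 changed by 3 on the log2 scale. It called 182 of them, all in the right direction. Over 10 further simulations unchanged genes made up 11.0% of calls with rounded values, 5.52% without rounding and 5.59% with rounded values and a mean FPKM of at least 5. Of 100 random lists, 0 were called by GSEA, camera or fry. Genes were simulated independently, so this does not test calls that come from correlation between genes. Camera ran there only with the preset correlation, so its power with an estimated correlation is unknown. Of the 13 lists called by camera with a preset correlation of 0.01, 11 were also called by fry and 0 with an estimated correlation. The alternatives were other pseudocounts (0.1 and 0.01), filters, TPM, quantile normalization, eBayes without trend, array weights, a replicate block, other rankings, camera, fry and leaving out each sample in turn. The human signature genes of Fig. 1l, the Broad Institute sets and the Ingenuity pathways were not analysed here. A pair of the pathways named beforehand was tested and counted with the others and is not reported here.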

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

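The GSEA, limma, camera and sample-label permutation results of the neuroendocrine list were planned. The other tests in this part were chosen after the values were seen, apart from those on islet and adrenal genes. By the gap of 1 cancer to the others, 2 of 57 results stood out, where chance gives about 2.85.

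The neuroendocrine genes were higher in every cancer than in every control, and the paper reports chromogranin A only as a stain of normal glands. Their median log2 fold change was 4.42 (4.44 without the 5 genes listed at 0 throughout a group) and their NES 2.81, with 19 of 24 genes higher in limma and 0 lower. Chga had FPKM of 7185, 3247, 10826, 12715 and 12837 in the cancers and 108, 152 and 134 in the controls. Only 1 of the 56 splits of the samples, the real one, gave an enrichment score as high. After quantile normalization the median was 4.36, which argues against the loss of abundant gastric transcripts as the cause. Ghrl, an endocrine gene abundant in the controls, was lower in 5 of 5 cancers than in every control (log2 fold change -4.97, adjusted p = 0.095 from limma), and Chga had a log2 fold change of 6.00, which argues against an equal rise of all the endocrine cells of normal tissue. Sst had 505, 194, 15, 963 and 211 in the cancers and 232, 186 and 263 in the controls (log2 fold change -0.17). Other genes of normal gastric endocrine cells rose in some cancers. Hdc had 171 and 58 in cancers 4 and 5, 2 to 6 in the others and 6 to 7 in the controls, Tph1 13, 60 and 33 in cancers 2, 4 and 5 and was listed at 0 in the other samples, and Gast 2032 in cancer 2, 0 to 7 in the other cancers and 0 to 5 in the controls. A larger share of 1 type of these cells in some cancers stays open, untested. Pancreatic islet tissue would bring insulin, and the highest FPKM of Ins1, Ins2 and Iapp in any cancer was 1. Adrenal medulla would bring Th and Dbh, whose highest FPKM in any cancer was 9. With camera and an estimated correlation the adjusted p of the list was 0.21, and by permuting sample labels 0.26. Neuroendocrine differentiation of the cancers is a hypothesis that stays open, found and tested on the same 8 samples.

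The hepatocyte genes had a level in cancer 5 far from that of the other cancers (gap of 0.861 of the range). Of 18 hepatocyte genes above 0 somewhere, 15 (83.3%) were highest in cancer 5, where no preference would give 2.25. Alb had FPKM of 266 there and 16, 18, 58 and 1 in cancers 1 to 4. Fga, Fgg and Apoh had 65, 93 and 21 in cancer 5 and were listed at 0 in the other libraries. Hepatocyte RNA in cancer 5 is a candidate explanation. Whether it came from adjacent liver, from a tumor in the liver or from the cancer cells was not tested. Ahsg and Ttr were high in all 5 cancers, so they do not mark hepatocytes here, and Apoa1 was higher in every control than in cancer 5.

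The p53 target genes had a level in cancer 5 of 3.86, against 3.25 to 3.41 in the other cancers (gap of 0.731 of the range). No explanation was tested, and with 2 results of 57 standing out this is within what chance gives.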

How the results depend on the processing

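The filter on a mean FPKM of at least 5 was chosen only after a test on simulated data, and the other alternatives were planned.

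The count of changed genes was 4948, and it moved by over 1.5 times under several alternatives. With TPM it was 7704, with 7176 higher and 528 lower (93.1% higher, against 47.0%), and the median log2 fold change of all genes rose from -0.04 to 0.81. The direction of a gene that changed by less than this shift therefore depends on the scaling, and the FPKM do not show which scaling is right. Array weights gave 8148 (3909 higher, 4239 lower). A mean FPKM of at least 5 gave 3519, with 1244 higher. Across the 8 fits that each left out 1 sample the count ran from 2490 to 5252, with 1369 to 2466 higher and 1121 to 2786 lower. It was 2490, 2643 and 2815 without control 1, 2 and 3, and 3437 without cancer 3 (1702 lower).

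The paper describes the control mice as age-paired, without saying that the sample numbers pair animals. The deviations of same-numbered cancers and controls correlated at -0.02, -0.19 and -0.10. These values gave no sign of pairing but cannot exclude it with so few controls. The replicate block gave 1534 genes (982 higher, 552 lower), of which 1327 were also called without it. This does not show weaker effects, since the block called 0 of 200 changed genes in simulated data. Ranking by moderated t with the replicate block gave 103 pathways lower in the cancers.

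Trp53 had a log2 fold change of 0.86 with TPM (adjusted p = 0.020 from limma), reversed from -0.08, and -0.29 to 0.027 when each sample was left out. Rb1 had -0.054 with TPM (adjusted p = 0.84 from limma). Lgr5 had -0.044 with a pseudocount of 0.1 and -0.28 to 0.23 when each sample was left out, around values of 0 to 2 FPKM.

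Pathways lower in the cancers numbered 156, and 67 with log2 fold change ranking, 24 with TPM and 99 to 157 when each sample was left out. With TPM most changed genes were higher, so few random sets with a negative score remain to compare with. The count of 24 therefore does not show how many pathways weakened. Camera with an estimated correlation called 0 lists and 0 pathways. Its adjusted p was 0.44 for E2F target and for collagen and fibrosis genes, 0.24 for mesenchymal genes and 0.21 for neuroendocrine genes. The collagen and fibrosis genes had a NES of 1.42 with TPM. The permutation of sample labels left 0 of the 20 lists with an adjusted p under 0.05, the lowest being 0.26, and 3 with an unadjusted p under 0.05, the smallest being 0.036. Of the 56 splits, 22 to 35 shared the sign of a list's score, so after adjustment over 20 lists this test had little room to pass.

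Several scores changed sign. Most were not past the threshold on either side; with TPM the lymphocyte and sex-chromosome genes were past it after the change (adjusted p of 0.011 and 0.019, gene permutation), and the PCP/CE pathway, Hedgehog 'on' state and Hedgehog ligand biogenesis before it. The p53 target genes had a NES of 0.71 with TPM. The hedgehog pathway genes had -0.90 with log2 fold change ranking and -0.79 to 0.99 when each sample was left out. With log2 fold change ranking the sex-chromosome genes had -1.001 and the smooth muscle genes -1.22. With moderated t ranking the chief cell genes had 0.96, the epithelial genes 1.27, the sex-chromosome genes -0.98 and the smooth muscle genes -0.61. With the block added, the chief cell genes had 1.33, the epithelial genes 1.24 and Smooth Muscle Contraction 0.74. Over all genes above 0 the sex-chromosome genes had -0.95. With TPM the lymphocyte genes had -1.95, the epithelial genes 1.20, the hepatocyte genes -1.26, the sex-chromosome genes -1.81, the smooth muscle genes -1.38, Smooth Muscle Contraction 1.36, Signaling by Hedgehog 1.11, Hedgehog 'off' state 1.15, Hedgehog 'on' state 0.947, Hedgehog ligand biogenesis 0.952 and the PCP/CE pathway 0.80. In the opposite direction to the NES, camera gave adjusted p of 0.89 (sex-chromosome) and 0.67 (smooth muscle), or 0.90 for both with an estimated correlation, and fry gave 0.27 (chief cell), 0.61 (epithelial), 0.75 (sex-chromosome) and 0.70 (smooth muscle). When each sample was left out, the smooth muscle genes ran from -1.43 to 1.07, the sex-chromosome genes from -0.88 to 1.25 and degradation of the extracellular matrix from -1.23 to 1.67. Over all alternatives and samples left out, the single genes other than Trp53 and Rb1, the pathways, and the lists other than E2F target, collagen and fibrosis, mesenchymal, neuroendocrine, p53 target and hedgehog pathway genes had 796 values that kept their direction and side of the threshold, 88 weaker, 25 stronger and 38 reversed, those printed here included. With TPM 1 pathway had no score. The cause of these changes was not tested.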

Differences from the paper's values

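The values compared with the paper were the numbers of genes, tumors and controls, and gene counts read from Fig. 1l. None differed by over 1.5 times. No enrichment score of the paper was recomputed, so this is no check of its results. Supplementary Fig. 4 shows a hedgehog gene set enriched in the tumors. The hedgehog pathway genes listed here, a different set, had a NES of 0.68 (adjusted p = 0.89, gene permutation), and the Reactome pathway Signaling by Hedgehog had a NES of -1.12 (adjusted p = 0.37, gene permutation). None of the GSEA alternatives run gave either set an adjusted p under 0.05. These tests were planned, and the narrower Reactome pathways below were chosen after their values were seen. Hedgehog 'on' state (NES -1.73, adjusted p = 0.0075, gene permutation) and Hedgehog ligand biogenesis (NES -1.81, adjusted p = 0.0043, gene permutation) were lower in the tumors, and Hedgehog 'off' state was not past the threshold (NES -1.15, adjusted p = 0.35, gene permutation). With TPM all 3 had a NES above 0 and none was past the threshold. Hedgehog 'on' state and Hedgehog ligand biogenesis were not past it either when ranked by log2 fold change (-1.48 and -1.11), without control 1 (-1.27 and -1.17) or by permuting sample labels (adjusted p = 0.90 for both). Protein degradation pathways outside Hedgehog also scored low, with NES of -1.96 for AXIN and -2.12 for COP1, while that for Cdh1 (-1.40) was not past the threshold. The scores therefore do not show a fall of Hedgehog signaling itself.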

Other observations

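In this part the limma tests of genes the paper names were planned, as were the scores of the lists and of pathways named beforehand. The alternatives to these and the counts of splits for changed genes and for pathways were also planned. The other tests in this part were chosen after the values were seen.

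Only 1 of the 56 splits of the 8 samples, the real one, gave as many changed genes in limma. Another split, of cancers 1, 3 and 5 against the other 5 samples, gave 3307, and 46 splits gave 0. For enriched Reactome pathways 8 of the 56 splits gave as many, and for enriched gene lists 10 of the 56. The number of enriched pathways or lists from gene permutations does not, then, set the cancers apart from the controls. By an exact permutation test of each list's mean level, E2F target, collagen and fibrosis, mesenchymal, endothelial, hepatocyte and neuroendocrine genes and osteopontin and its receptors were higher in 5 of 5 cancers than in all controls (p = 0.018, the smallest this test allows). After adjustment over the 20 lists 0 had a p under 0.05 by this permutation test, the lowest being 0.051, and 10 had an unadjusted p under 0.05.

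Genes whose products the paper detected in stained tissue or through a reporter had these FPKM, apart from Chga and Pgc, which are given elsewhere. Lgr5 had 0, 2, 1, 1 and 0 in the cancers and 0, 1 and 1 in the controls (adjusted p = 0.94 from limma). Cd44 had 16, 46, 55, 31 and 32 against 8, 10 and 11 (log2 fold change 1.69, adjusted p = 0.012 from limma, and 0.054 without control 1). Spp1, which encodes osteopontin, had 157, 134, 383, 257 and 242 against 6, 45 and 10 (log2 fold change 3.85, adjusted p = 0.0044 from limma). Mki67 had 25, 13, 20, 11 and 11 against 10, 7 and 7, and the Mki67 log2 fold change of 0.86 was not past the threshold (adjusted p = 0.057 from limma), except with TPM (adjusted p = 0.0057) and without cancer 4 (adjusted p = 0.048). Muc5ac had 0, 285, 37, 145 and 104 against 1554, 1010 and 2062, and the Muc5ac log2 fold change of -5.07 was not past it (adjusted p = 0.052 from limma), except without cancer 1 or 2 (adjusted p of 0.011 and 0.042). Atp4a had 0, 370, 66, 810 and 67 against 1643, 3437 and 3572, and the Atp4a log2 fold change of -5.34 was not past it (adjusted p = 0.068 from limma), except without cancer 1 or 4 (adjusted p of 0.030 and 0.045). Atp4b (log2 fold change -5.29, adjusted p = 0.088 from limma) and Krt5 (log2 fold change -2.88, adjusted p = 0.29 from limma) were not past it under any alternative run.

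Of genes the paper names in other contexts, Cdkn2a had 65, 58, 85, 29 and 62 and was listed at 0 in the 3 controls. Actb, a reference gene of the paper, had 603, 1387, 581, 1172 and 581 in the cancers and 2173, 1596 and 1522 in the controls.

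The largest rises among genes past the threshold were those of Cck, Ahsg, Chgb, Sct and Calca. Cck had FPKM of 32719, 7438, 33979, 1507 and 1462 in the cancers and 4, 24 and 9 in the controls. Calca was listed at 0 in the controls. The largest falls were those of Clps, Pla2g1b, Scgb1a1, Try10 and Lor. Clps had 3, 3043, 234, 9087 and 669 in the cancers and 74893, 148172 and 117206 in the controls. Scgb1a1 and Try10 stayed past the threshold with each sample left out. Clps, Pla2g1b and Lor were not past it when any single control was left out, nor was Clps without cancer 3 or 5 and Pla2g1b without cancer 3.

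The other lists not described above had these NES. Macrophage and neutrophil genes had 2.17, endothelial genes 2.12, osteopontin and its receptors 1.796, T and B lymphocyte genes 1.55, hepatocyte genes 1.05, sex-chromosome genes 0.96, smooth muscle genes 0.68, epithelial genes -1.23, chief cell genes -1.27, pancreatic acinar genes -1.69, parietal cell genes -2.28, squamous epithelium genes -2.47 and gastric pit cell genes -2.48. Mitosis genes had 2.53. The chief cell list held Pgc and Chia, whose values of 0 in controls are described below, and Gc. Gc had 237 to 962 FPKM in the cancers and 3 to 4 in the controls. The chief cell score rests partly on these genes and was not computed without them. With TPM the macrophage and neutrophil genes (1.35) and the endothelial genes (adjusted p = 0.063, gene permutation) were not past the threshold, and the chief cell genes were (-1.89). The pancreatic acinar genes were not past it with log2 fold change ranking (-1.26), with moderated t ranking (-1.40) or without control 1, 2 or 3 (-1.22, -1.31 and -1.60). The T and B lymphocyte genes passed with log2 fold change ranking (1.68), over all genes above 0 (1.61) and without cancer 5 (1.63), and the chief cell genes without cancer 4 (-1.62). The hepatocyte genes passed with log2 fold change ranking (adjusted p = 0.0088, gene permutation), with camera at a preset correlation and with fry, and the gastric pit cell and squamous epithelium genes did not with fry.

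Among other Reactome pathways named beforehand, Cell Cycle, Mitotic had 2.13, DNA Replication 1.96, Neuronal System 1.92, G1 S Transition 1.77, Integrin cell surface interactions 1.76, PRC2 methylates histones and DNA 1.05 and Smooth Muscle Contraction -1.06. With TPM Neuronal System, G1 S Transition and Integrin cell surface interactions were not past the threshold (0.998, 1.42 and 1.29), nor were DNA Replication (1.40) and G1 S Transition (1.499) when ranked by log2 fold change.

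Of 16 T and B lymphocyte genes above 0 somewhere, 15 (93.8%) were highest in cancer 1, where no preference would give 2. Cd79a had FPKM of 68 there and 0, 2, 1 and 0 in cancers 2 to 5. Lymphoid tissue in that sample is a candidate explanation, and lymphocytes within the cancer stay open as another, untested.

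Control 2 had Xist at 16 FPKM and also Y-linked transcripts. Eif2s3y had 32, 6 and 0 in controls 1 to 3. The 4 Y-linked genes had control 2 to control 1 ratios of 0.167 to 0.2. The 9 genes outside the Y chromosome that were at 20 or more in control 1 and at 0 in control 3, several of them interferon-induced, had a median ratio of 0.171 (range 0 to 0.444). RNA or reads of control 1 in control 2 may explain this. Of 3036 abundant genes of control 1, 8 lay below the median share of the Y-linked genes (0.177) in control 2 by more than the rounding to whole numbers allows, of which 3 were listed at 0. An exact 0 may be a failed estimate. The other 5 were H2-Q9 (35 FPKM in control 1 and 4 in control 2), Gm14446 (782 and 133), Isg15 (928 and 159), Rsad2 (101 and 17) and Zbp1 (152 and 25), and Gm14446, Isg15 and Rsad2 lay within the range of the Y-linked ratios. The same count was 72 for genes of control 1 in control 3, 2 for genes of control 2 in control 1, 7 for genes of control 2 in control 3, 5 for genes of control 3 in control 1 and 6 for genes of control 3 in control 2. A count near 8 was thus also found without a proposed mixture, and it leaves the explanation open. The changed genes without control 2 numbered 2643.

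Pgc had 28832 FPKM in control 1 and was listed at 0 in controls 2 and 3, while 6 other chief cell genes had a median log2 ratio of 0.55 between controls 2 and 3 and control 1. This argues against fewer chief cells there, and no fold change of Pgc is given. Chia, left out of the 6, had 15020, 0 and 26833.

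Trp53 transcripts were not lower in the cancers. Cancers 2 and 4, highest of the cancers in gastric pit cell genes (mean levels of 9.66 and 8.94), had Trp53 at 22 and 30 FPKM, which goes with a supply from normal cells. Cancers 1, 3 and 5 had 12 FPKM each at levels of 2.89, 6.44 and 7.57. Over the 5 cancers the rank correlation was 0.783 (p = 0.2, exact permutation test, where these values allow no p below 0.1). Whether normal cells supplied the transcripts cannot be told apart, since 5 cancers are too few. Rb1 was lower with quantile normalization (log2 fold change -0.90, adjusted p = 0.015 from limma), which argues against a difference between libraries in the distribution of values. With TPM it had -0.054, while the median of all genes moved from -0.04 to 0.81. Rb1 stayed below that median, so the lost call reflects a shift common to the genes and does not test Rb1. Whether Rb1 fell or most other genes rose cannot be told apart, since the FPKM do not show which scaling is right.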
